# Integrated analysis reveals the protective mechanism and therapeutic potential of hyperbaric oxygen against pulmonary fibrosis

**DOI:** 10.1016/j.gendis.2022.08.012

**Published:** 2022-09-05

**Authors:** Yuan Yuan, Guoqiang Qiao, Jiajiao Zhou, Yilu Zhou, Yali Li, Xia Li, Zhenglin Jiang, Yihua Wang

**Keywords:** Epithelial-mesenchymal transition, Hyperbaricoxygen, Hypoxia, Pulmonary fibrosis, Systematic analysis

## Abstract

Idiopathic pulmonary fibrosis (IPF) is a dreadful, chronic, and irreversibly progressive disease leading to death with a few effective treatments. Our previous study suggested that repetitive hyperbaric oxygen (HBO) treatment alleviates bleomycin-induced pulmonary fibrosis in mice. Here, we investigated the protective mechanism of HBO treatment against pulmonary fibrosis using an integrated approach. Analyzing publicly available expression data from the mouse model of bleomycin-induced pulmonary fibrosis as well as IPF patients, several potential mechanisms of relevance to IPF pathology were identified, including increased epithelial-to-mesenchymal transition (EMT) and glycolysis. High EMT or glycolysis scores in bronchoalveolar lavage were strong independent predictors of mortality in multivariate analysis. These processes were potentially driven by hypoxia and blocked by HBO treatment. Together, these data support HBO treatment as a viable strategy against pulmonary fibrosis.

## Introduction

Idiopathic pulmonary fibrosis (IPF) is a chronic, progressive and fatal interstitial lung disease, characterized by excessive deposition of extracellular matrix (ECM) in the lung parenchyma, leading to the destroyed alveolar architecture and disrupted lung functions. It has a poor prognosis and limited treatment options.^1^ Recently, pulmonary fibrosis is reported to be a long-term outcome associated with major morbidity after COVID-19 infection,^2^, ^3^, ^4^ therefore, draws increasing attention. Novel and effective approaches to treat pulmonary fibrosis are urgently needed.

Previously we reported that hyperbaric oxygen (HBO) treatment attenuates a single dose of intratracheal administrated bleomycin-induced pulmonary fibrosis in mice,^5^ however, the underlying molecular mechanism is to be clarified. HBO treatment is to inhale pure oxygen under a pressure of more than 1 atmosphere absolute (ATA). It significantly increases the dissolved oxygen in plasma and the diffusion distance of oxygen, therefore, is applied in clinics for the treatment of a variety of diseases with underlying hypoxia.^6^ Here we sought to investigate the protective mechanism of HBO treatment against pulmonary fibrosis using an integrated approach.

## Materials and methods

### Integrative analysis

The flow charts of data collection from the bleomycin-induced mouse model (microarray) and IPF patients (RNA-seq) are provided in Figure S1, with a summary of datasets in Table S1–S3. A detailed description of data merging analysis, including uniform manifold approximation and projection (UMAP) analysis, differential expression genes (DEGs) analysis, gene ontology (GO) enrichment, and gene set enrichment analysis (GSEA), is provided in the Supplementary methods.

### Animal experiments

Animals used in this study were purchased from the Experimental Animal Center of Nantong University (Institutional License: SYXK (SU)-2012-0030). Mice were maintained in the individually ventilated cages, under a 12-h light/12-h dark cycle, and were allowed to eat and drink *ad libitum* throughout the study. Animal experiments in this study were approved by the Animal Ethics Committee at Nantong University (Approval No: S20200315-005), and all the experiments conformed to the relevant regulatory standards. The bleomycin-induced pulmonary fibrosis mouse model was constructed and treated with HBO as previously reported.^5^ The hematoxylin and eosin (H/E) staining was performed to confirm the presence of pulmonary fibrosis. The details of these experiments can be found in the Supplementary methods.

### RNA-seq and bioinformatic analysis

RNA isolation and mRNA sequencing of lung tissues were performed following the manufacturer’s instructions. Paired-end strategy (2 × 150) on the Illumina NovaSeq 6000 platform was adopted. The quality control of raw reads, mapping, identification of DEGs, as well as GO term enrichment analysis and GSEA were performed with details provided in the Supplementary methods. The RNA-seq data have been deposited in the Gene Expression Omnibus (GEO) database (accession code GSE200109).

### Gene set variation analysis (GSVA) score calculation

To assess the activity of a specific pathway, GSVA package^7^ (version 1.40.1) was used to calculate the score. The Hallmark gene sets of epithelial–mesenchymal transition (EMT) and glycolysis were used to calculate EMT and glycolysis scores, respectively. A 15-gene expression signature (*ACOT7*, *ADM*, *ALDOA*, *CDKN3*, *ENO1*, *LDHA*, *MIF*, *MRPS17*, *NDRG1*, *P4HA1*, *PGAM1*, *SLC2A1*, *TPI1*, *TUBB6*, and *VEGFA*), which enables classification of hypoxia-inducible factor (HIF) activity,^8^^,^^9^ was used to calculate the HIF score.

### Hazard ratio and survival analysis

To assess the hazard ratio (HR), EMT score and glycolysis score were used to construct the univariate Cox proportional hazards model through survminer (version 0.4.9) in RStudio. The log-rank tests were used to compare Kaplan–Meier survival curves between each group by the survival package (v3.2-3). EMT score, glycolysis score, and GAP (gender, age, physiological) score, which is provided in GSE70867^10^, were used to construct the multivariate Cox proportional hazard model via the survminer (version 0.4.9) in RStudio. The log-rank and Cox *P* < 0.05 were considered statistically significant.

### Real-time quantitative PCR (qPCR) analysis

Genes of interest were detected by RT-qPCR using SYBR green as the indicator. The details of the experimental process, as well as primers, are provided in the Supplementary methods.

### Western blot analysis

Protein samples from mice lung tissues were lysed with Radio-Immunoprecipitation Assay (RIPA) buffer (Beyotime Biotechnology, China) containing protease inhibitor (Meilunbio, Liaoning, China). Primary antibodies targeting E-cadherin (Cat#3195, Cell Signaling Technology, USA) and β-actin (Cat#A5316, Sigma-Aldrich, USA) were used. Signals were detected using an Enhanced chemiluminescence detection system with Tanon 5200 Multi imaging system (Shanghai, China), and evaluated by ImageJ 1.42q software (National Institutes of Health).

### Lactate measurement

The lactate levels in the lung tissues were detected by the l-lactic acid/lactate (LA) colorimetric assay kit (Cat#E-BC-K044-M, Elabscience Biotechnology, China) following the manufacturer’s instructions.

### Statistical analysis

Statistical analyses were performed in GraphPad Prism (version 9.0). Data are presented as mean and standard deviation (s.d.). The choice of analytical method depends on whether the data follow a normal distribution and variance homogeneity. The comparison between the two groups was performed using either two-sample *t*-test or Mann–Whitney *U* test. A false discovery rate calculated through the two-stage step-up method of the Benjamini, Krieger and Yekutieli method was adopted in the multiple comparisons. One-way ANOVA or Kruskal–Wallis test was used to compare more than two groups of data. The Dunnett test was used for multiple comparisons. We evaluated the correlations between the EMT score, Glycolysis score and HIF score using Pearson’s correlation. Results were considered significant as *P* < 0.05 or false discovery rate (FDR) *Q* < 0.05.

### Code availability

Codes were implemented in R and have been deposited in GitHub: https://github.com/claw60/IPF.

## Data availability

All data supporting the findings of the current study are listed in the Supplementary materials.

## Results

### Integrative analysis reveals the activation of EMT and glycolysis in pulmonary fibrosis

A total of 213 murine lung samples were collected from 10 GEO datasets (Fig. S1A), including 90 control lungs and 123 bleomycin-challenged lungs collected at different time points (Table S1, S2). After batch effects removal by cross-platform normalization, 2 clear clusters corresponding to control and bleomycin-challenged lungs, respectively, were visualized using UMAP analysis (Fig. S2). A total of 6914 genes, which were present in all the samples, were included in the following analysis. In addition, 6 GEO datasets of human lung samples were collected, including 167 control lungs from healthy donors and 205 IPF lungs (Fig. S1B and Table S3). Following batch effects removal, samples were classified into control and IPF groups (Fig. S3). DEGs were identified followed by further analysis (Fig. S4 and Tables S4–S11). Details of the protocol were provided in the Supplementary method.

GO enrichment analysis identified several IPF-related pathological terms, including extracellular matrix and collagen (Table S12–S19). GSEA based on the 50 well-characterized hallmark gene sets from the Molecular Signature Database (MSigDB)^11^ identified the activation of EMT and glycolysis in bleomycin-challenged mice lungs at different time points, in IPF lungs as well as bronchoalveolar lavage (BAL) samples from IPF patients^10^ (Fig. 1A).

**Figure 1:**
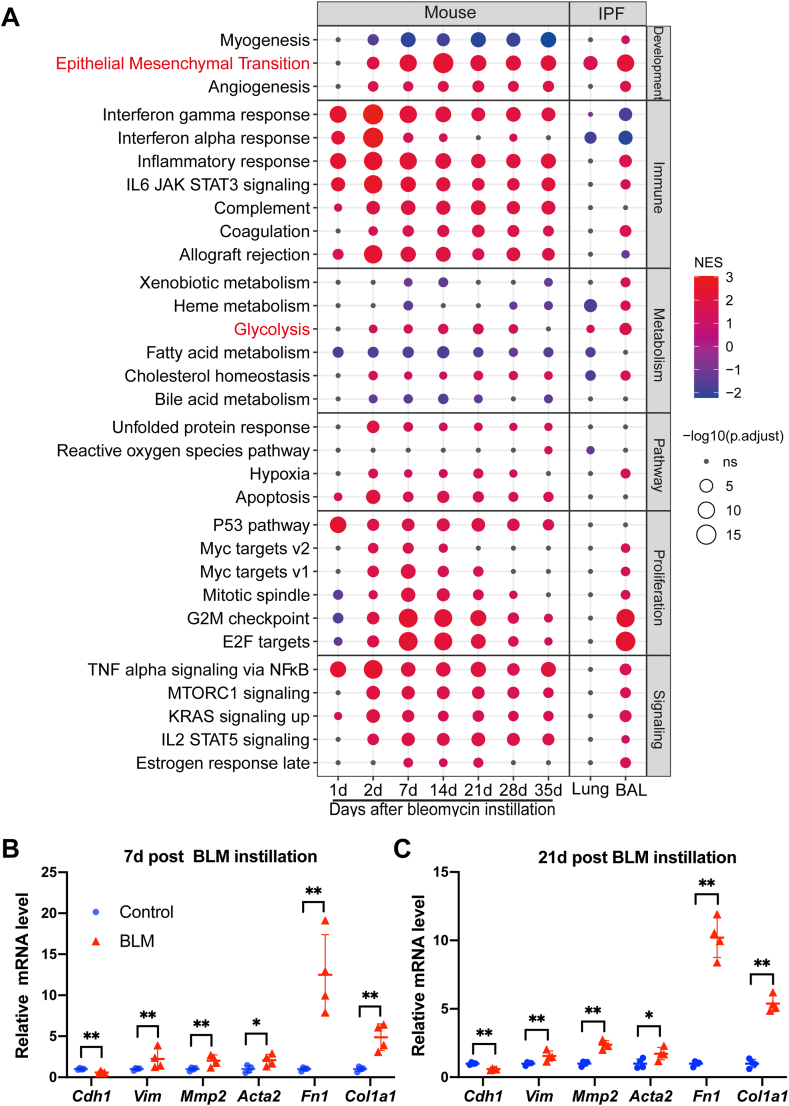
Integrative analysis reveals the activation of epithelial-to-mesenchymal transition (EMT) and glycolysis in pulmonary fibrosis. **(A)** Scatter plot showing gene set enrichment analysis (GSEA) from 6 categories (development, immune, metabolism, pathway, proliferation, and signaling). The sizes of circles represent the −Log10 of the adjusted *P* values and the colors of circles represent the normalized enrichment score (NES). **(B, C)** Fold change in the mRNA levels of EMT markers in the lungs from saline-treated (Control) or bleomycin-challenged mice (BLM) at day 7 (B) or day 21 (C) post instillation. *Actb* (β-actin) -normalized mRNA levels in the control group were used to set the baseline value at unity. Data are expressed as mean ± s.d.∗*Q* < 0.05, ∗∗*Q* < 0.01, by two sample Mann–Whitney *U* test, multiple comparisons using false discovery rate (*Q*) with the method of two-stage step-up (Benjamini, Krieger and Yekutieli).

The activation of EMT in bleomycin-challenged mice lungs (Fig. S5) was verified by checking the expression levels of several EMT markers, including *Cdh1* (encoding E-cadherin, an epithelial marker), *Vim* (encoding vimentin, a mesenchymal marker), *Mmp2* (encoding matrix metallopeptidase 2), *Acta2* (encoding α-smooth muscle actin, α-SMA, a myofibroblast marker), *Fn1* (encoding fibronectin) and *Col1a1* (encoding type I collagen). We observed a decrease in the level of *Cdh1* and an increase in the levels of *Vim*, *Mmp2*, *Acta2*, *Fn1*, and *Col1a1* in bleomycin-challenged mice lungs at day 7 or day 21 post instillation (Fig. 1B, C). These results confirmed activation of EMT in the development of pulmonary fibrosis induced by bleomycin in mice.

### EMT and glycolysis scores in BAL predict mortality in IPF patients

We next investigated whether EMT and glycolysis scores had prognostic values in the BAL cohort. IPF patients were classified into score-high or score-low groups based on an optimal cutoff value automatically determined by the algorithm. We identified that both the EMT score and glycolysis score were able to predict survival in the IPF cohort (Fig. 2A, B; hazard ratio, HR: 23 and *P* = 1.41 × 10^−8^ for the EMT score; HR: 19 and *P* = 8.71 × 10^−6^ for the glycolysis score). Multivariate analysis suggested that a high EMT score or a high glycolysis score was a strong independent predictor of mortality including in multivariate analysis with the physiological GAP score that uses commonly measured clinical and physiologic variables to predict mortality in IPF^12^ (Fig. 2C; HR: 12.4 and *P* < 0.001 for the EMT score; HR: 5.1, *P* = 0.036 for the glycolysis score).

**Figure 2:**
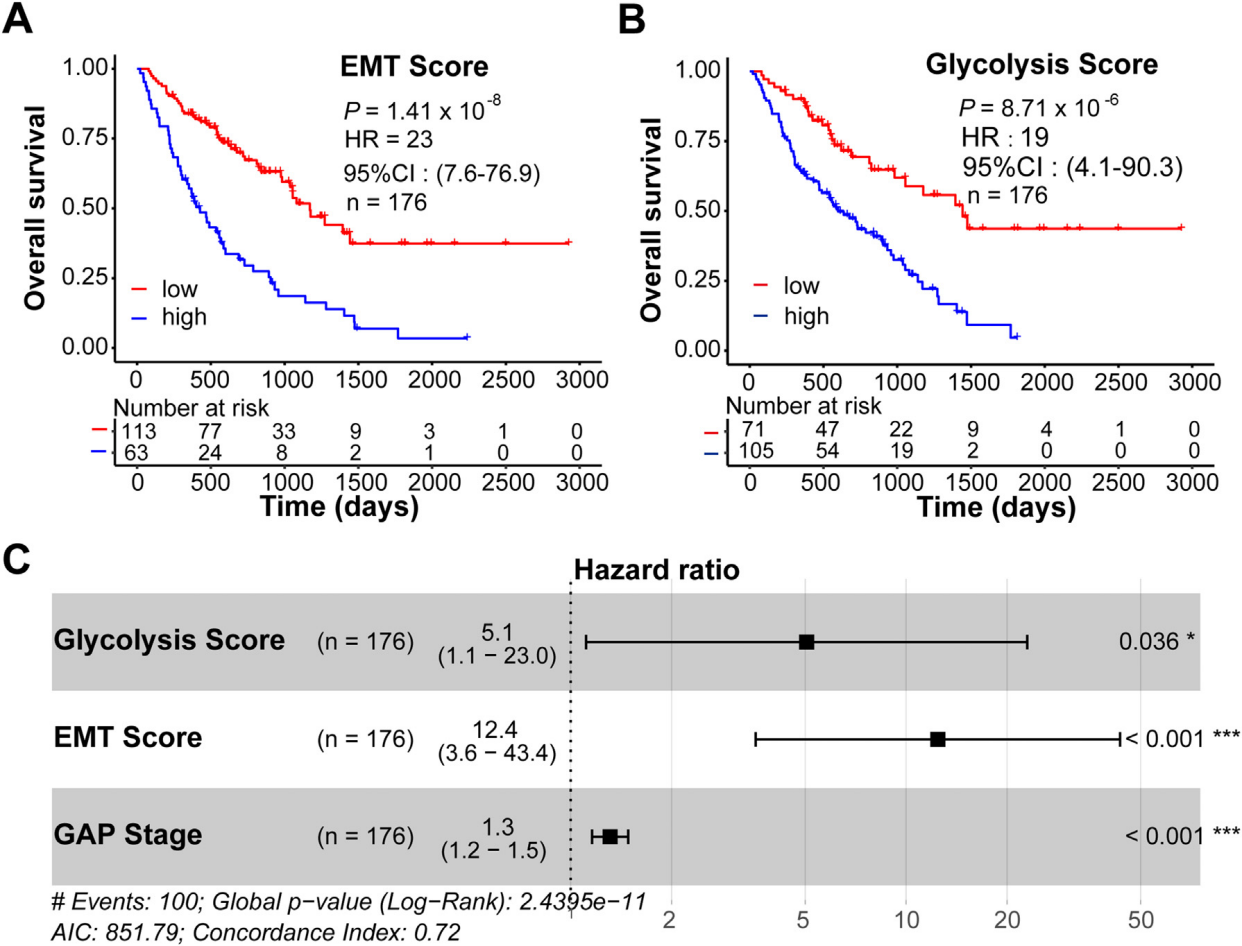
Epithelial-to-mesenchymal transition (EMT) and glycolysis scores in bronchoalveolar lavage (BAL) predict mortality in IPF patients. **(A, B)** Kaplan–Meier plots show the overall survival in idiopathic pulmonary fibrosis (IPF) patients with low *vs*. high EMT scores (A) or glycolysis scores (B) in BAL. *P* values, hazard ratio (HR), 95% confidence interval (CI), and patient number (*n*) are indicated. **(C)** Multivariate analysis in IPF patients. HR, 95% CI, patient number (*n*) and *P* values are shown.

### EMT and glycolysis activation during pulmonary fibrosis is potentially driven by hypoxia

Hypoxia is known to activate EMT and glycolysis.^13^, ^14^, ^15^, ^16^ In consistence with a recent report,^17^ the HIF score, an indicator of hypoxia-inducible factor (HIF) activity calculated using a 15 gene signature,^8^^,^^9^ was significantly increased in IPF lungs (Fig. 3A) as well as BAL samples (Fig. 3B) from IPF patients. In addition, the HIF score was elevated in bleomycin-challenged mice lungs from day 2 to day 21 post instillation (Fig. 3C). The induction of HIF activity in bleomycin-challenged mice lungs (Fig. S5) was further verified by checking the expression levels of these 15 genes,^8^^,^^9^ including *ACOT7*, *ADM*, *ALDOA*, *CDKN3*, *ENO1*, *LDHA*, *MIF*, *MRPS17*, *NDRG1*, *P4HA1*, *PGAM1*, *SLC2A1*, *TPI1*, *TUBB6*, and *VEGFA*, in mice lungs at day 7 and day 21 post bleomycin treatment.

**Figure 3:**
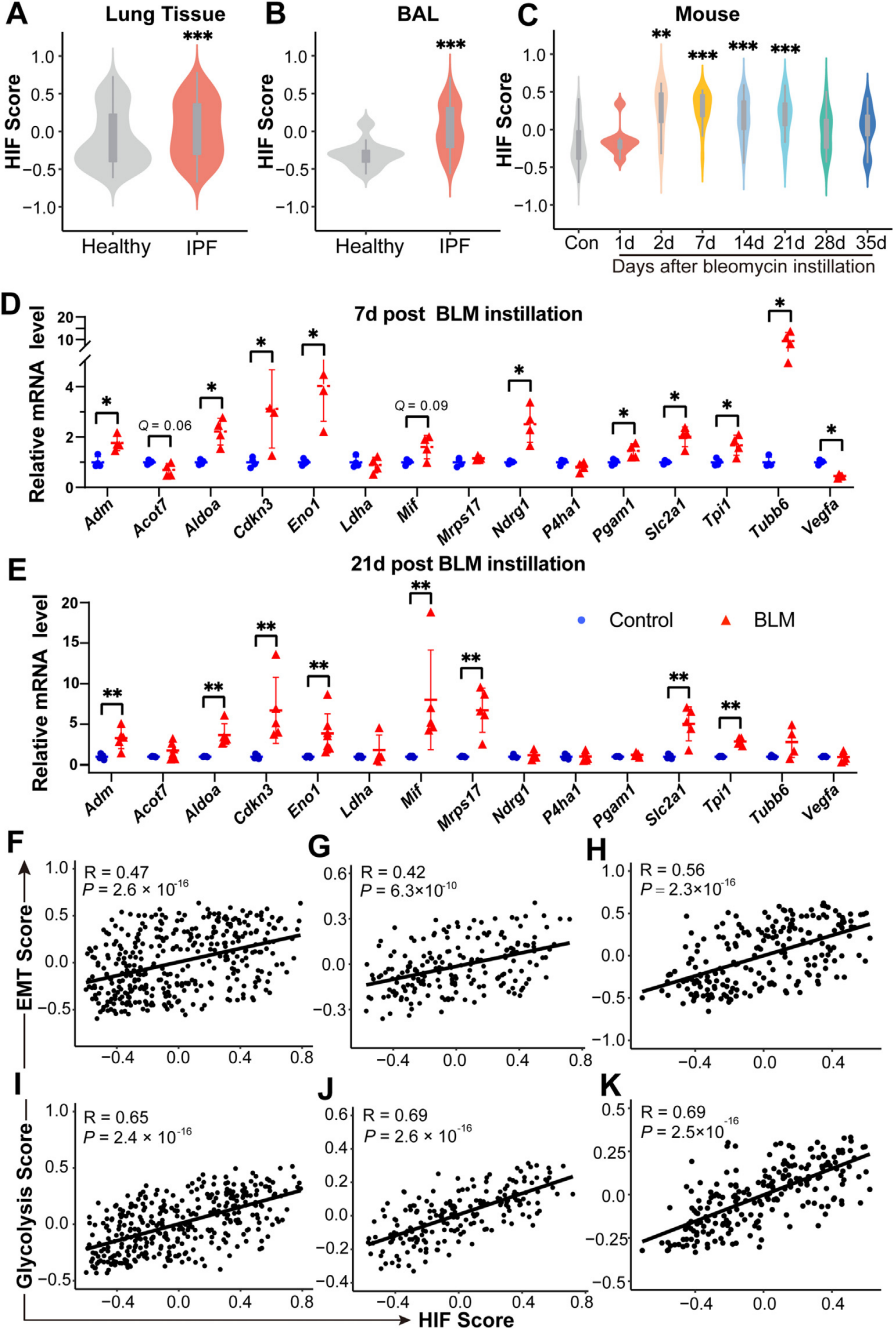
Epithelial-to-mesenchymal transition (EMT) and glycolysis activation during pulmonary fibrosis is potentially driven by hypoxia. **(A, B)** Violin plots showing hypoxia-inducible factor (HIF) scores in the lungs (A) and bronchoalveolar lavage (BAL) samples (B) from healthy control *vs*. IPF patients. ∗∗∗*P* < 0.001, by two sample Mann–Whitney *U* test. **(C)** Violin plot showing HIF scores in the lungs from control or bleomycin-treated mice at multiple time points post instillation. ∗∗*P* < 0.01, ∗∗∗*P* < 0.001, by Dunnett’s multiple comparisons test. **(D, E)** Fold change in the mRNA levels of multiple HIF target genes in the lungs from saline-treated (Control) or bleomycin-challenged mice (BLM) at day 7 (D) or day 21 (E) post instillation. *Actb* (β-actin)-normalized mRNA levels in the control group were used to set the baseline value at unity. Data are mean ± s.d. ∗*Q* < 0.05, ∗∗*Q* < 0.01, by two sample Mann–Whitney *U* test, multiple comparisons using false discovery rate (*Q*) with the method of two-stage step-up (Benjamini, Krieger and Yekutieli). **(F–H)** Scatter plots showing the correlation between the HIF score and EMT score in IPF lungs (F), BAL samples, (G) and lungs from bleomycin-challenged mice (H). **(I–K)** Scatter plots showing the correlation between HIF score and glycolysis score in IPF lungs (I), BAL samples (J), and lungs from bleomycin-challenged mice (K). Pearson *R*-values and *P* values are indicated.

Among the 15 genes, *PGAM1, TPI1*, *MIF, ALDOA*, *LDHA*, *ENO1*, *VEGFA*, and *P4HA1* are also included in the Hallmark glycolysis gene set, therefore can partially represent the glycolysis status as well. On day 7 post bleomycin treatment, the expression levels of *Adm*, *Aldoa, Cdkn3, Eno1, Ndrg1, Pgam1, Slc2a1, Tpi1*, and *Tubb6* were all elevated (all *Q* < 0.05). There was a trend of increase in the expression level of *Acot7* and *Mif*, although statistical significance wasn't reached (*Q* = 0.06 and *Q* = 0.09, respectively). On day 21 post bleomycin treatment, the expression levels of *Adm*, *Aldoa, Cdkn3, Eno1, Mif, Mrps17, Slc2a1*, and *Tpi1* were all significantly upregulated (all *Q* < 0.01) (Fig. 3D, E). Together, these results demonstrated that HIF activity is induced in mice lungs upon bleomycin challenge.

We then investigated whether EMT and glycolysis activation occurs during the development of pulmonary fibrosis in the context of hypoxia. The HIF score correlated strongly with an EMT signature in IPF lungs (Fig. 3F; *R* = 0.47, *P* = 2.6 × 10^−16^), BAL samples (Fig. 3G; *R* = 0.42, *P* = 6.3 × 10^−10^) and bleomycin-challenged mice lungs (Fig. 3H; *R* = 0.56, *P* = 2.3 × 10^−16^). These correlations were also observed between the HIF score and glycolysis score (Fig. 3I–K).

### The protective mechanism of HBO against pulmonary fibrosis

We previously reported that repetitive HBO treatment started from day 7 post bleomycin instillation significantly alleviates lung fibrosis in mice (Fig. 4A, B).^5^ 

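Right lung lobes were sequenced from 4 bleomycin-challenged mice (BLM) and 3 bleomycin-challenged mice exposed to HBO (BLM+HBO), with 1 library per mouse. The mice received bleomycin, a cytotoxic antibiotic that injures the lung, at 2.0 U/kg, and all tissue was collected on day 21. HBO is oxygen breathed in a pressure chamber, here at 2.5 ATA for 90 min per day from day 7 to day 20, which makes 14 exposures. For the BLM mice, the sample records describe chamber placement at normal pressure and the Supplementary methods describe no treatment, and which applied was not settled here. The authors trimmed the reads with Trim Galore, mapped them to the GRCm38 genome with Hisat2 and counted them per gene with featureCounts at its default settings. These settings do not use the strand and leave out reads that map to several places or overlap several genes. The deposited values were these raw read counts for 55401 genes, of which 32896 had a read in any mouse.

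The counts summed to between 18436336 and 19002242 per BLM mouse (median 18451556) and to 18157161, 20632391 and 26365969 in the 3 BLM+HBO mice (median 20632391). Libraries of 1 group differed by more than the sampling noise, with a chi-square of at least 22.3 per gene for each pair. Each library therefore counted as a replicate. Between the groups the lowest chi-square per gene was 13.1, for BLM 4 against BLM+HBO 2. In a principal component analysis, the first component held 37.3% of the variance. The BLM mice lay between -47.6 and -6.08 on it, BLM+HBO 1 and BLM+HBO 3 at 54.8 and 37.8, and BLM+HBO 2 at -0.996, nearest to the BLM mice. The 17465 genes that passed edgeR's filterByExpr (minimum count 10, minimum total 15) were tested with edgeR's quasi-likelihood test after TMM normalization, with BLM as the reference, and levels are given as CPM, the count scaled to the normalized library size. In 5 simulated data sets of this comparison over 17465 genes, the test recovered 82.3% of 200 changed genes at adjusted P below 0.05. It recovered 60% of the genes with a fold change of 2 and 88% of those with a fold change of 4. Of its calls, 6.90% were false. The simulated counts varied independently between genes, and genes at the lowest levels were not among the changed ones. Genes that move together in real mice were not modelled, so these shares may not hold for the real comparison. The thresholds, the filter on low counts, the test and single mice could change the numbers.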

To determine the underlying molecular mechanism, we characterized the global transcriptomic changes in bleomycin-challenged mice lungs exposed to HBO by performing RNA-Seq. Genes with a *P* value less than 0.05 and fold change above 1.5 were considered as DEGs. 

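At the thresholds of unadjusted P below 0.05 and fold change above 1.5, edgeR called 1098 genes, 594 higher and 504 lower in BLM+HBO. The count changed by the largest number of genes with no filter on low counts, to 1940, and by the largest ratio with a P limit of 0.01, to 319. DESeq2, the tool of the Supplementary methods, called 1396 genes, 769 higher and 627 lower, and 1027 genes were called by both tools. Single mice moved the count as well. It was 659 without BLM+HBO 1, 706 without BLM 1 and 1914 without BLM+HBO 2.

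After Benjamini-Hochberg adjustment, edgeR called 0 genes at adjusted P below 0.05, with a lowest adjusted P of 0.423 and 1861 genes at unadjusted P below 0.05. Limma-trend also called 0 genes, and DESeq2 called 155, of which 61 were higher and 94 lower in BLM+HBO. In the simulated data 20.9% of DESeq2's calls were false, against 6.90% for edgeR. DESeq2 called as many genes in 6 of the 35 splits of the 7 mice into 4 and 3, the real one included, so chance cannot be excluded. Of these 155 genes, 154 had an unadjusted edgeR P below 0.05, and the ranges of the groups did not overlap for 135. Over all tested genes, the groups did not overlap for 1563 (8.95%), where chance gives 5.71%. Without the filter on low counts edgeR called 387 genes after adjustment, without BLM+HBO 2 it called 267, and without BLM+HBO 3 it called 2. Of these 387 genes, 372 were among the genes tested with the filter. The ranges of the groups did not overlap for 190, and 147 were also called by DESeq2. With no filter, edgeR called as many genes in 3 of the 35 splits.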

In total, 1221 DEGs were identified, including 651 upregulated and 570 downregulated genes (Fig. 4C and Table S20). GO enrichment analysis identified “extracellular matrix” as the top enriched term in down-regulated genes for the cellular component classification, consistent with our previous findings^18^ (Fig. 4D and Table S21). 

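The Reactome set of extracellular matrix organization was used for the matrix genes, since the full membership of the GO term was not used here. Of 420 genes lower in BLM+HBO that had an Entrez identifier, 30 were in this set, against 5.96 expected from the 212 set members among 14942 tested genes. The odds ratio was 6.06 (95% confidence interval 3.92 to 9.09, one-sided Fisher's exact test, P = 2.6e-13). This test takes genes as independent and does not use the spread between mice. As small a Fisher P, in either direction, came from 4 of the 35 splits of the mice, so chance cannot be excluded. Among the 466 genes higher in BLM+HBO, 6 were in the set, against 6.61 expected (odds ratio 0.904, one-sided Fisher's exact test, P = 0.652). The odds ratio for the lower genes rested partly on single mice. It was 2.79 without BLM+HBO 3, 2.94 without BLM 1, 4.03 without BLM+HBO 1 and 10.9 without BLM+HBO 2.

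Among the set members past both thresholds and lower in BLM+HBO, Ctsk, Vcan, Tgfb3, Spp1 and Lum had the lowest P. Their coordinates are on GRCm38. Each standard error was derived from edgeR's F statistic, as the absolute log2 fold change over the square root of F. Ctsk (cathepsin K, ENSMUSG00000028111.4, chromosome 3, 95499256 to 95509362) had 188 ± 40.6 CPM (SD, n = 4) in BLM and 111 ± 32.4 CPM (SD, n = 3) in BLM+HBO, a log2 fold change of -0.75 (standard error 0.22). Vcan (versican, ENSMUSG00000021614.16, chromosome 13, 89655312 to 89742509) had 48.4 ± 22.2 CPM (SD, n = 4) and 23.1 ± 5.19 CPM (SD, n = 3), a log2 fold change of -1.07 (standard error 0.32). Tgfb3 (transforming growth factor beta 3, ENSMUSG00000021253.7, chromosome 12, 86056745 to 86079041) had 95.4 ± 14.3 CPM (SD, n = 4) and 63.5 ± 14.7 CPM (SD, n = 3), a log2 fold change of -0.59 (standard error 0.18). Spp1 (osteopontin, ENSMUSG00000029304.14, chromosome 5, 104435118 to 104441050) had 4232 ± 508 CPM (SD, n = 4) and 1584 ± 1282 CPM (SD, n = 3), a log2 fold change of -1.42 (standard error 0.44). Lum (lumican, ENSMUSG00000036446.5, chromosome 10, 97565128 to 97572703) had 25.2 ± 6.82 CPM (SD, n = 4) and 11.9 ± 6.77 CPM (SD, n = 3), a log2 fold change of -1.08 (standard error 0.34).

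The spread of Spp1 in BLM+HBO came from BLM+HBO 2 at 3054 CPM, against 703 and 994 CPM in the other mice of the group, and all BLM+HBO values lay below the lowest BLM value of 3820 CPM. Its log2 fold change was -2.32 without BLM+HBO 2, and that of Lum was -1.66. The adjusted P of each of the 5 genes was 0.423 by edgeR. By DESeq2 it was 0.0482 for Vcan, whose adjusted P ranged from 0.0482 to 0.802 over the alternatives, and between 0.0684 and 0.258 for the others. Without BLM+HBO 2, edgeR's adjusted P was 0.0475 for Ctsk, 0.00513 for Spp1 and 0.0308 for Lum, each of them the lowest over that gene's alternatives, which reached 0.802.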

GSEA identified several pathways inhibited upon HBO treatment in bleomycin-challenged mice lungs, including the above identified EMT, glycolysis, and hypoxia (Fig. 4E). 

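The Hallmark sets were not used here. Preranked GSEA with fgsea on the edgeR log2 fold changes was run on the 15 HIF signature genes and on the Reactome sets for glycolysis (26 genes tested), extracellular matrix organization (212 genes) and mitotic cell cycle (388 genes). At the paper's threshold of adjusted P below 0.25, 3 of the 4 sets were lower in BLM+HBO, with each P from fgsea's permutation of genes. The normalized enrichment score (NES) was -2.49 for the matrix set (gene permutation, adjusted P = 5.5e-18), -1.80 for the HIF signature (adjusted P = 0.00674) and -1.55 for the cell cycle set (adjusted P = 3.6e-05). In these sets, 156 of 212, 11 of 15 and 262 of 388 genes had a lower mean in BLM+HBO. The glycolysis set had an NES of 0.844 (gene permutation, adjusted P = 0.710).

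The direction for glycolysis differed between methods. Its median log2 fold change was -0.11, with 16 of 26 genes lower, while its NES was positive. With genes ranked by the signed square root of the F statistic the NES was -1.47 (gene permutation, adjusted P = 0.0604). It was also negative without BLM 2 (-0.767), without BLM 3 (-0.765) and without BLM+HBO 2 (-0.902). Over the alternatives its adjusted P ranged from 0.0604 to 0.945.

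GSEA permutes genes and not mice. Limma's fry, which uses the spread between mice, gave an adjusted P of 0.0254 for the cell cycle set, 0.0587 for the HIF signature, 0.0921 for the matrix set and 0.181 for glycolysis, each lower in BLM+HBO. Camera with a preset correlation of 0.01 between genes gave 0.00194, 3.2e-05, 7.8e-12 and 0.115 in the same order. With the correlation estimated from the data, camera gave 0.0613, 0.114, 0.114 and 0.312. At the threshold of 0.25 the calls for the cell cycle set, the HIF signature and the matrix set held under fry and under the estimated correlation. For glycolysis, which GSEA on the log2 fold changes did not call, the call of camera with the preset correlation was also made by fry and not by camera with the estimated correlation. From its enrichment analysis, the paper states that EMT, glycolysis and hypoxia were among the pathways inhibited by HBO, and it then turned to a score of each pathway per mouse.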

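GSVA scores, which summarize a gene set in 1 value per mouse, were computed from log2 CPM. The HIF score was 0.309 ± 0.156 (SD, n = 4) in BLM and -0.288 ± 0.374 (SD, n = 3) in BLM+HBO (two-sided exact permutation test, P = 0.0286, the smallest P that 4 mice against 3 allow). Every BLM+HBO mouse had a lower HIF score than every BLM mouse, and BLM+HBO 2 was nearest, at 0.108 against a lowest BLM score of 0.197. The EMT score used Vim, Mmp2, Acta2, Fn1, Col1a1 and Loxl2, the mesenchymal markers with printed qPCR primers. The paper's text names Loxl2 only among the primers, and the pair printed for Mmp2 is that of Vim. It was 0.359 ± 0.335 (SD, n = 4) in BLM and -0.465 ± 0.377 (SD, n = 3) in BLM+HBO (two-sided exact permutation test, P = 0.0571). BLM 4 at -0.0284 and BLM+HBO 2 at -0.0584 lay side by side in this score. With the mean of z-scores per gene in place of GSVA, the same exact permutation test for the EMT markers gave P = 0.0286, and over the alternatives P ranged from 0.0286 to 0.0857. The glycolysis score, on the 26 genes of the Reactome set, was 0.206 ± 0.153 (SD, n = 4) in BLM and -0.128 ± 0.302 (SD, n = 3) in BLM+HBO (two-sided exact permutation test, P = 0.171). BLM+HBO 2, at 0.220, lay above 2 of the 4 BLM mice. By single-sample GSEA the difference in the glycolysis score was 0.00105, with the opposite sign.

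**Figure D1:**
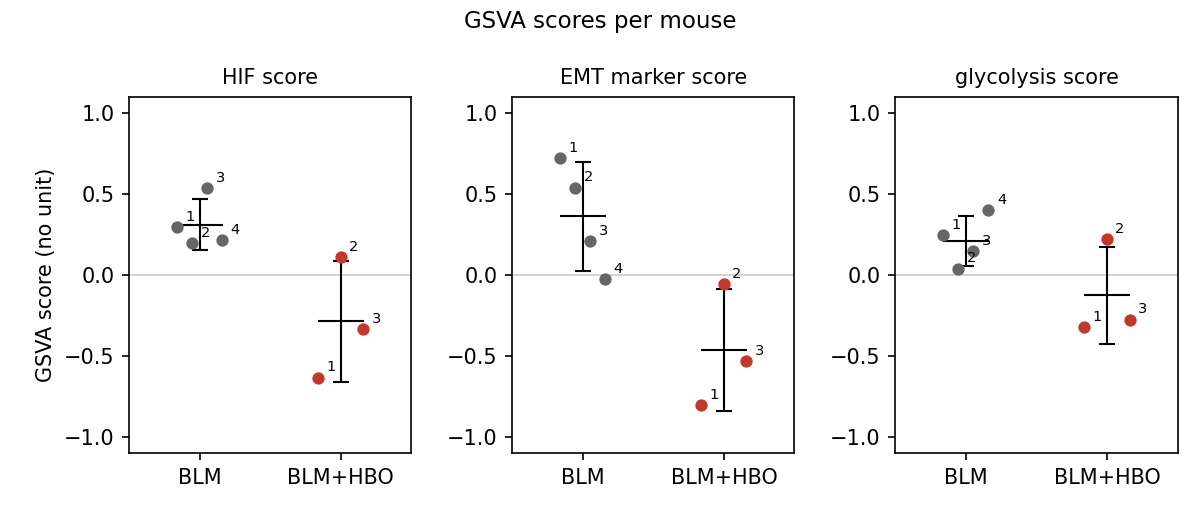
GSVA score (no unit) of each mouse for the HIF signature, the EMT markers and the Reactome glycolysis set, in 4 BLM and 3 BLM+HBO mice; points are single mice with their replicate numbers, and bars are the mean ± SD. For the HIF score, BLM+HBO 2 lies at 0.108, below the lowest BLM mouse at 0.197.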

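Of the 15 HIF signature genes, 11 were lower in BLM+HBO, 6 of them at unadjusted P below 0.05 by edgeR. After adjustment, 3 genes passed 0.05 adjusted over the list alone and 0 over all genes tested, and DESeq2 called 1, Tubb6, over all genes. Tubb6 (tubulin beta 6, ENSMUSG00000001473.7, chromosome 18, 67390717 to 67402749 on GRCm38) had 85.7 ± 15.6 CPM (SD, n = 4) in BLM and 46.0 ± 15.7 CPM (SD, n = 3) in BLM+HBO, a log2 fold change of -0.90 (standard error 0.23). Its adjusted P was 0.423 by edgeR and 0.0324 by DESeq2, and over the alternatives it ranged from 0.0324 to 0.802. Eno1 (enolase 1) and Pgam1 (phosphoglycerate mutase 1) had log2 fold changes of -0.56 (standard error 0.17) and -0.46 (standard error 0.14). Enolase 1 has close copies in the annotation, and the counting could have left out reads shared with them, so its level is uncertain. Acot7 (0.13), Mrps17 (0.09), P4ha1 (0.01) and Vegfa (0.28) had positive log2 fold changes, none at unadjusted P below 0.05. The sign changed for Acot7 without BLM+HBO 3 (-0.05) and for P4ha1 without BLM 1 (-0.04), BLM 2 (-0.0064), BLM+HBO 2 (-0.09) or BLM+HBO 3 (-0.02).

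Of the 7 EMT markers with printed qPCR primers, 6 were lower in BLM+HBO, 4 of them at unadjusted P below 0.05. After adjustment, 1 gene, Acta2, passed 0.05 adjusted over the list alone and 0 over all genes tested, by edgeR and by DESeq2. Acta2 (smooth muscle actin, ENSMUSG00000035783.9, chromosome 19, 34241090 to 34255590) had a log2 fold change of -0.76 (standard error 0.22). Col1a1 (collagen type I alpha 1, ENSMUSG00000001506.10, chromosome 11, 94936224 to 94953042) had 2328 ± 576 CPM (SD, n = 4) in BLM and 1011 ± 749 CPM (SD, n = 3) in BLM+HBO, a log2 fold change of -1.20 (standard error 0.47). Leaving out BLM+HBO 2 gave -1.92 and leaving out BLM+HBO 1 gave -0.78. Loxl2 had a log2 fold change of -0.96 (standard error 0.39), which was -1.47 without BLM+HBO 2 and -0.58 without BLM+HBO 1, and BLM 1 lay above the other BLM mice. Fn1 had a log2 fold change of -1.08 (standard error 0.52), which was -2.09 without BLM+HBO 2 and -0.64 without BLM+HBO 1. Vim (-0.39, standard error 0.13) and Mmp2 (-0.30, standard error 0.20) moved less, and Cdh1, the epithelial marker, was within the error (0.13, standard error 0.15). With each mouse left out, Mmp2 ranged from -0.44 to -0.13 and Vim from -0.45 to -0.34. Without BLM+HBO 2, edgeR's adjusted P was 0.0450 for Acta2, 0.0348 for Fn1 and 0.0308 for Ndrg1. Over the alternatives these genes reached 0.802, 0.805 and 0.901. Actb, the qPCR reference gene, had a log2 fold change of -0.21 (standard error 0.17).

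**Figure D2:**
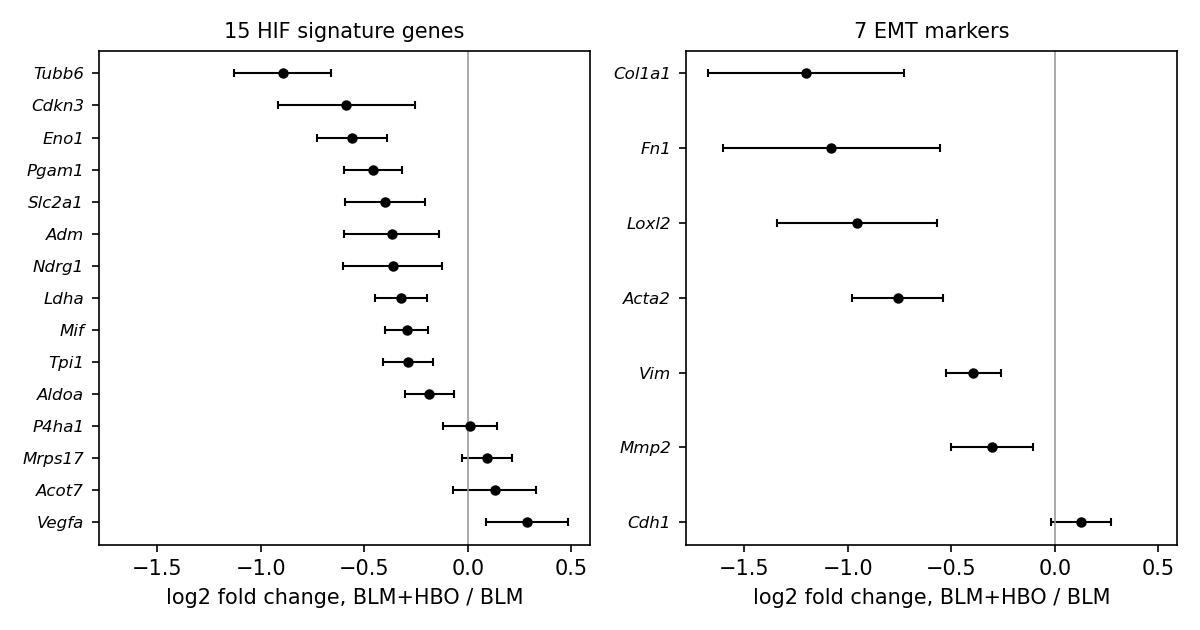
Log2 fold change (BLM+HBO against BLM) of the 15 HIF signature genes and the 7 EMT markers by edgeR. Points are the estimates and bars the standard errors derived from the F statistic. Tubb6 lies at -0.90 among the HIF genes, and Col1a1 at -1.20 among the EMT markers.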

The findings were further confirmed by GSVA showing decreases in HIF, EMT, and glycolysis scores upon HBO exposure in bleomycin-challenged mice lungs (Fig. 5A–C).

**Figure 4:**
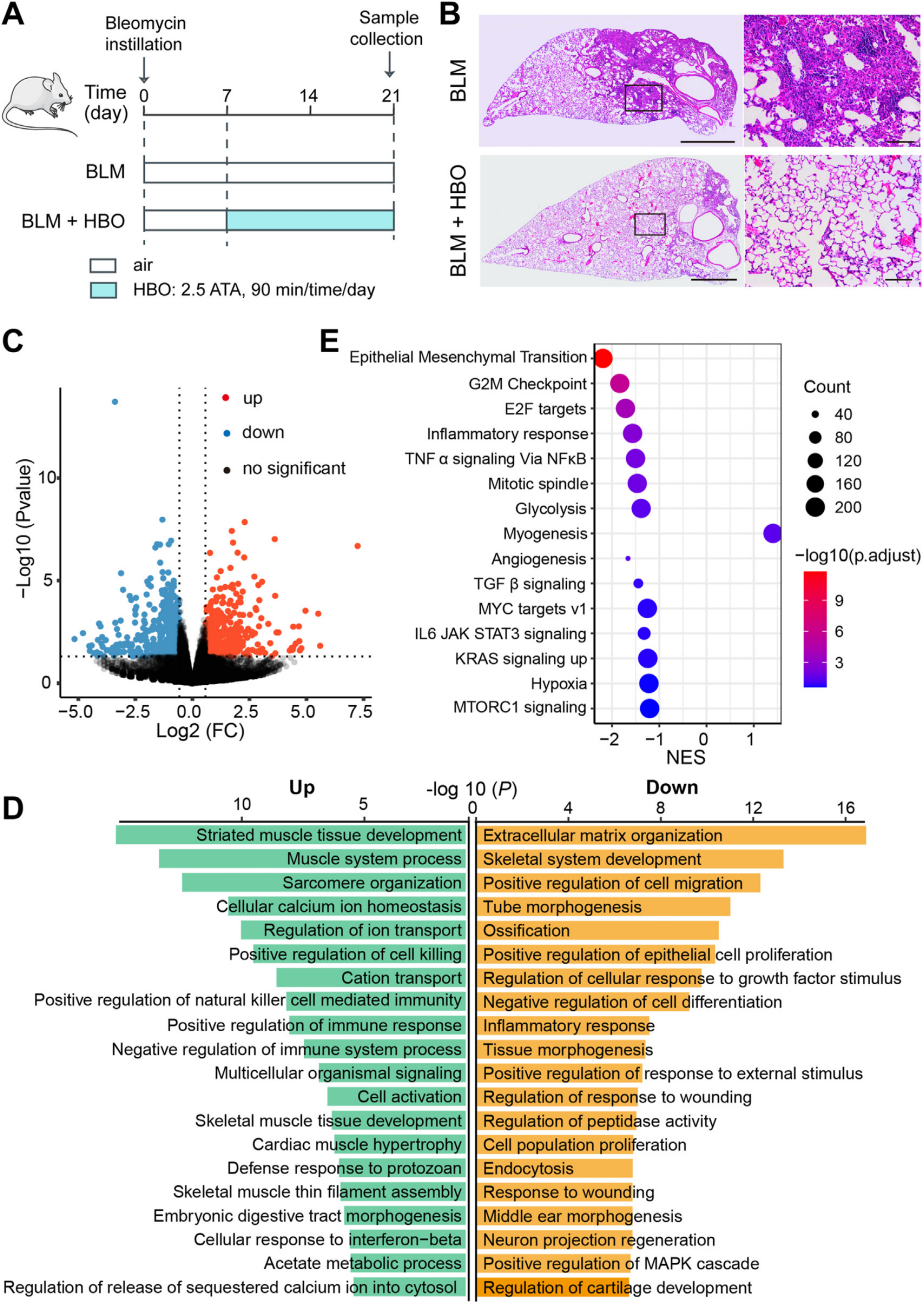
The protective mechanism of hyperbaric oxygen (HBO) against pulmonary fibrosis. **(A)** Schematic diagram of the experimental procedure (details in the Supplementary methods). **(B)** Lung tissues from bleomycin-challenged mice (BLM) or bleomycin-challenged mice treated with repetitive HBO exposure (BLM + HBO) were stained with H/E. The left panel shows the whole section of the left lung lobe (scale bar: 1 mm) with higher magnification images of the box area in the corresponding right panel (scale bar: 100 μm). **(C, D)** Global transcriptomic changes are identified in bleomycin-challenged mice lungs exposed to HBO by performing RNA-Seq. **(C)** Volcano plot showing differential expression genes (DEGs) (*P* < 0.05 and fold change >1.5) analyzed by DEseq2. Up- and down-regulated genes are highlighted in red and blue, respectively. **(D)** Bar chart summarizing GO enrichment results analyzed by Metascape. Up- and down-regulated terms, as well as –log10 (P), are indicated. **(E)** Bubble chart showing the gene set enrichment analysis (GSEA) results. The sizes of circles represent the count of genes detected in the pathway and the colors of circles represent the −Log10 of the adjusted *P* values. NES represents the normalized enrichment score.

**Figure 5:**
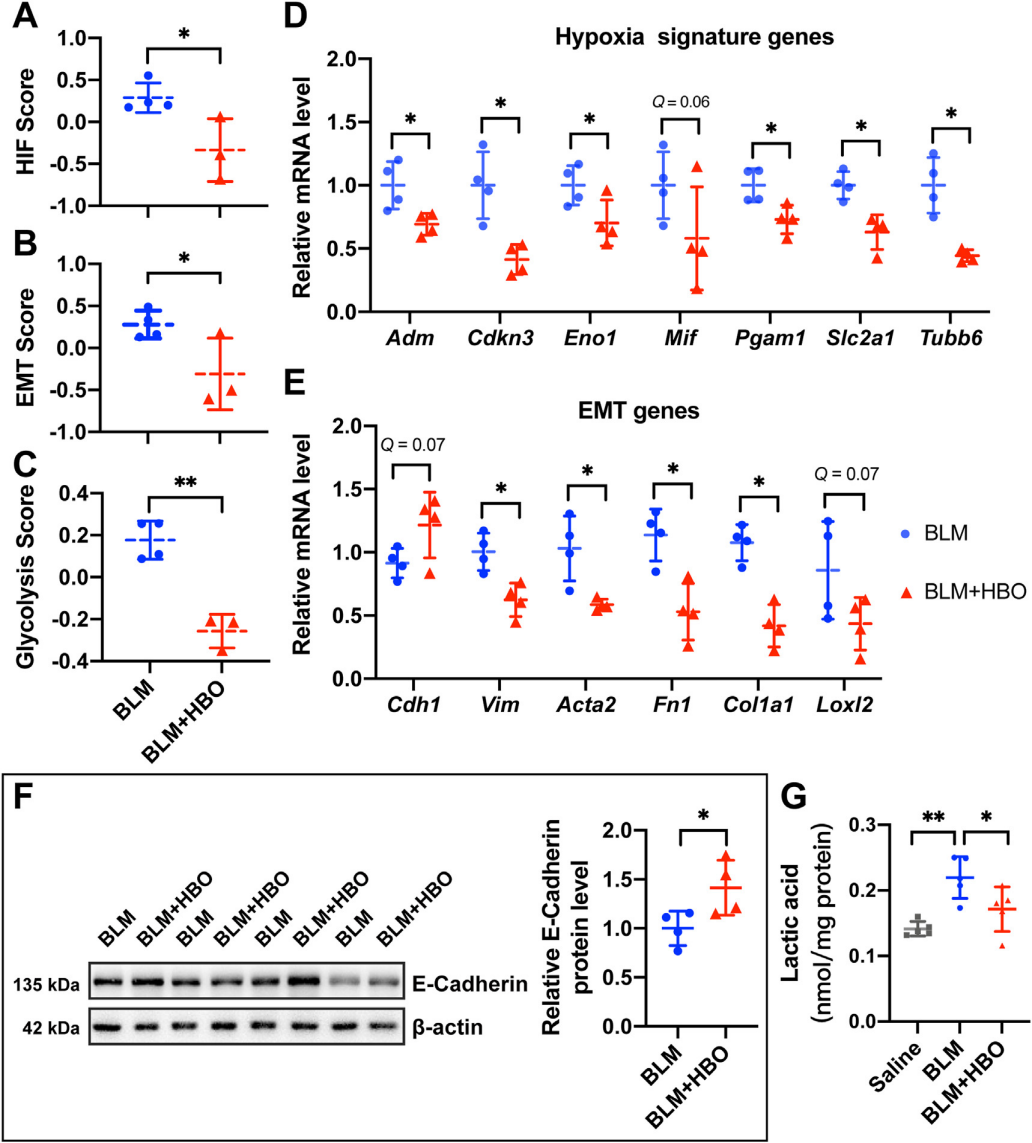
Effects of hyperbaric oxygen (HBO) treatment on hypoxia, epithelial-to-mesenchymal transition and glycolysis. **(A**–**C)** Graphs showing the HIF score (A), EMT score (B) and glycolysis score (C) in the lungs from bleomycin-challenged mice (BLM) or bleomycin-challenged mice with repetitive HBO exposure (BLM + HBO). ∗*P* < 0.05, ∗∗*P* < 0.01, by two-sample *t*-test. **(D,E)** Fold change in the mRNA levels of multiple HIF target genes (D) and EMT markers (E) in the lungs from bleomycin-challenged mice (BLM) or bleomycin-challenged mice treated with repetitive HBO exposure (BLM + HBO) at 21 d post bleomycin instillation. *Actb* (β-actin)-normalized mRNA levels in the BLM group were used to set the baseline value at unity. Data are mean ± s.d. ∗*Q* < 0.05, ∗∗*Q* < 0.01, by two-sample Mann–Whitney *U* test, multiple comparisons using false discovery rate (*Q*) with the method of two-stage step-up (Benjamini, Krieger and Yekutieli). **(F)** Protein expression of E-cadherin in the lungs from bleomycin-challenged mice (BLM) or bleomycin-challenged mice treated with repetitive HBO exposure (BLM + HBO). β-actin was used as a loading control. β-actin-normalized protein levels in bleomycin-challenged mice lungs (BLM) were used to set the baseline value at unity. Data are mean ± s.d., *n* = 4 samples in each group. ∗*P* < 0.05, analyzed by two sample *t* test. **(G)** The lactate level in mice lungs with the indicated treatment. Data are mean ± s.d., *n* = 5 samples in each group. ∗*P* < 0.05, ∗∗*P* < 0.01, analyzed by one-way ANOVA test.

The effects of HBO on the HIF activity in the lungs from mice challenged with bleomycin were verified by checking several HIF target genes, including *Adm*, *Cdkn3*, *Eno1*, *Pgam1, Slc2a1*, and *Tubb6*. All their expressions were decreased upon HBO exposure in bleomycin-challenged mice lungs (Fig. 5D; all *Q* values < 0.05, except for *Mif* with *Q* = 0.06). EMT induction in bleomycin-challenged mice lungs was also blocked by HBO exposure, at least partially, reflected by an increase in mRNA expression of *Cdh1* (E-cadherin, *Q* = 0.07), and a significant reduction in *Vim, Acta2, Fn1*, *and Col1a1* (Fig. 5E; all *Q* values < 0.05). The effect of HBO on E-cadherin was further confirmed using western blots showing that its protein level was increased upon HBO treatment in the lungs of the bleomycin-challenged mice (Fig. 5F; *P* < 0.05). In addition, we observed an elevated lactate level (a marker of glycolytic shift) in the lungs of the bleomycin-challenged mice, and this was reduced upon HBO treatment (Fig. 5G). Together these data supported the roles of HBO treatment in inhibiting EMT and glycolysis.

## Discussion

In this study, several potential mechanisms of relevance to pulmonary fibrosis were identified, including increased EMT and glycolysis, which are strong independent predictors of mortality in IPF patients. These processes are potentially driven by hypoxia and blocked by HBO treatment.

The role of EMT in pulmonary fibrosis has been proposed previously.^19^, ^20^, ^21^ Recent studies suggest that instead of contributing to the extracellular matrix producing fibroblast population directly, alveolar epithelial type II (ATII) cells undergoing EMT promotes a pro-fibrotic microenvironment through paracrine signalings, which enhances TGF-β-induced fibroblast activation.^22^, ^23^, ^24^, ^25^, ^26^ Glycolytic reprogramming is found to be active in IPF patients,^27^^,^^28^ and promotes myofibroblast differentiation,^29^ a key event in pulmonary fibrosis formation. Glycolysis inhibition is proven to alleviate pulmonary fibrosis in bleomycin-induced mouse model.^30^, ^31^, ^32^ Hypoxia is known to drive EMT and glycolytic shift,^29^^,^^33^, ^34^, ^35^ and HIF is required for these processes.^29^^,^^33^^,^^34^ As a hallmark feature of pulmonary fibrosis,^36^^,^^37^ hypoxia signaling pathway has been found active in IPF patients,^38^, ^39^, ^40^, ^41^, ^42^, ^43^, ^44^, ^45^, ^46^ while HIF is upregulated in lung tissues from both IPF patients and the bleomycin-induced pulmonary fibrosis mouse model.^17^^,^^39^^,^^41^^,^^44^^,^^47^ Consistent with these reports, the HIF score was significantly increased in bleomycin-challenged mice lungs, IPF lungs as well as BAL samples from IPF patients, and its increase correlated with an upregulated EMT and glycolysis signature.

Since HBO increases the partial pressure of oxygen, the soluble oxygen in plasma, and the diffuse distance of oxygen,^48^ it has been shown to counter tissue hypoxia with high efficacy. HBO alleviates hypoxia in multiple conditions, including the hypoxemia caused by COVID-19 infection,^49^ solid tumors,^50^, ^51^, ^52^ and focal cerebral ischemia model.^53^ In our previous study, we provided evidence that HBO treatment reduces HIF-1α levels in lung fibroblast induced by TGF-β,^5^ supports the role of HBO in reversing hypoxia. It was reported that HBO ameliorates the EMT phenomenon in keloid tissue,^54^ induces mesenchymal-to-epithelial transition in a dimethyl-alpha-benzantracene mammary rat adenocarcinoma model revealed by gene expression profiling,^55^ and represses EMT and Warburg effect in hypoxic non-small cell lung cancer cells.^56^ Further perturbation experiments are needed to demonstrate that the HBO treatment relies on glycolysis and/or EMT to prevent lung fibrosis.

Together with these reports, our study helps to provide a unified concept for the protective mechanism of HBO against pulmonary fibrosis: HBO alleviates hypoxia during the development of pulmonary fibrosis, so inhibiting IPF-related pathological processes such as EMT and glycolysis. Given the general safety of HBO in the long-term clinical practice,^57^, ^58^, ^59^ these data suggest a realistic scenario of a prospective clinical trial in IPF patients with HBO treatment.

## Author contributions

Yuan Yuan: Conceptualization, methodology, investigation, project administration, writing-original draft preparation, and funding acquisition; Guoqiang Qiao: Formal analysis, investigation, methodology, validation, and writing-original draft preparation; Jiajiao Zhou: Data curation, and validation; Yilu Zhou: methodology and software; Yali Li: Methodology; Xia Li: Supervision and funding acquisition; Zhenglin Jiang: Supervision, funding acquisition, writing-reviewing, and editing; Yihua Wang: Conceptualization, methodology, supervision, funding acquisition, writing-reviewing, and editing.

## Conflict of interests

The authors declare that they have no competing interests.

## Funding

Yuan Yuan was supported by 10.13039/501100010023Natural Science Research of Jiangsu Higher Education Institutions of China (No. 19KJB320002), the 10.13039/501100018557Science and Technology Project of Nantong City China (No. JC2020010), and a Research Startup Fund of 10.13039/501100005054Nantong University. Yihua Wang was supported by the UK 10.13039/501100000265Medical Research Council (No. MR/S025480/1) and the UK 10.13039/501100000288Royal Society (No. IEC/NSFC/191030). Zhenglin Jiang was supported by the 10.13039/501100001809National Natural Science Foundation of China (No. 82171869 and 81671859). Xia Li was supported by the 10.13039/501100018557Science and Technology Project of Nantong City China (No. MS12020019 and JC2021079).

# Supplementary material for: Integrated analysis reveals the protective mechanism and therapeutic potential of hyperbaric oxygen against pulmonary fibrosis
**Source:** Genes Dis. 2022 Sep 5;10(3):1029–39. doi: 10.1016/j.gendis.2022.08.012
**Supplement:** Multimedia component 1

# **Integrated analysis reveals the protective mechanism and therapeutic potential of hyperbaric oxygen against pulmonary fibrosis**

## **Supplementary Materials**

### **Table of contents**

|                                                                                            |           |
|--------------------------------------------------------------------------------------------|-----------|
| <b><i>Supplementary Methods</i></b> .....                                                  | <b>2</b>  |
| <b>1. Data collections</b> .....                                                           | <b>2</b>  |
| <b>2. Microarray data processing and differential expression gene (DEG) analysis</b> ..... | <b>3</b>  |
| <b>3. RNA-seq data merging and DEG analysis</b> .....                                      | <b>3</b>  |
| <b>4. Pathway enrichment analysis</b> .....                                                | <b>4</b>  |
| <b>5. Pulmonary fibrosis model construction</b> .....                                      | <b>4</b>  |
| <b>6. HBO treatment</b> .....                                                              | <b>4</b>  |
| <b>7. Hematoxylin and eosin (H/E) staining</b> .....                                       | <b>5</b>  |
| <b>8. RNA-seq and bioinformatic analysis</b> .....                                         | <b>5</b>  |
| <b>9. Real-time qPCR analysis</b> .....                                                    | <b>5</b>  |
| <b><i>Supplementary Figures</i></b> .....                                                  | <b>8</b>  |
| <b>Figure S1</b> .....                                                                     | <b>8</b>  |
| <b>Figure S2</b> .....                                                                     | <b>9</b>  |
| <b>Figure S3</b> .....                                                                     | <b>10</b> |
| <b>Figure S4</b> .....                                                                     | <b>11</b> |
| <b>Figure S5</b> .....                                                                     | <b>12</b> |
| <b><i>Supplementary Tables</i></b> .....                                                   | <b>13</b> |
| <b><i>References</i></b> .....                                                             | <b>14</b> |

## Supplementary Methods

### 1. Data collections

To collect the bleomycin-induced mouse model data, we searched the keywords “(mouse) AND (bleomycin) AND (pulmonary fibrosis)” and publication dates before 14/01/2022 in the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO). Initially, 64 datasets were identified. Then we only included datasets that met the following criteria: 1) mRNA expression data; 2) lung tissue samples; 3) the pulmonary fibrosis mouse model was constructed via one dose intratracheal instillation bleomycin on a wildtype C57BL/6 background; 4) containing saline instillation control as well. Datasets generated on platforms other than Affymetrix, Agilent, or Illumina platforms were excluded to avoid the technical mismatch between different platforms. Datasets detected less than 10,000 genes were also excluded to balance the number of analyzed genes and sample size. GSE37635 is an exception, as it contains samples collected at 4 weeks and 5 weeks post bleomycin challenge that are barely detected in other datasets. Among these datasets, we only included samples from wildtype background and no more than 16-weeks old mice, and mice treated with control chemical combined with saline or bleomycin based on the clustering analysis. Three samples from the bleomycin group and one from the control group were excluded as they were mixed with the other group samples. Finally, a total of 10 datasets and 213 samples were included in the data merging analysis. The details of each dataset included are shown in [Table S1](#), and the summary of data at different sample collecting timepoints is provided in [Table S2](#).

To collect the IPF patients' data, we searched the keywords “(idiopathic pulmonary fibrosis) AND (Homo sapiens)” and publication dates before 14/01/2022 in the GEO database. Sixty-eight datasets were identified in the initial screening. Only the bulky mRNA sequencing data from human lung samples with a clear classification of healthy or IPF were included. Three datasets were excluded as the raw count datasheet was not available or format problem. Finally, a total of 6 datasets and 372 samples passed the inclusion criteria, and were described in [Table S3](#).

## **2. Microarray data processing and differential expression gene (DEG) analysis**

The raw gene expression data were imported into RStudio (version 4.1.0) and normalized based on microarray platforms. Affymetrix data were normalized via the RMA function<sup>1</sup> in affy (v1.66.0) packages, and Agilent microarrays were standardized by the function of normalizeBetweenArrays in limma (v3.44.3) package. Illumina beadchip array data were performed by the function of lumiExpresso in lumi (version 2.44.0). Microarray probe IDs were translated to gene symbols according to the GPL annotation files provided in the GEO database. Probes mapped to multiple gene symbols were removed and genes mapped to multiple probe IDs were summarized by calculating the mean. Expression data of the same conditions from multiple datasets were integrated. Only genes that are present across all the platforms remained for further analysis. Before further analysis, the batch effect was removed using the Combat function in the SVA package (version 3.4.0) following the default parameters.<sup>2</sup> Uniform manifold approximation and projection (UMAP) analysis was done through the umap package (version 0.2.7.0) and visualized by ggplot2 (version 3.3.5) package. Outliers were recognized as samples clustered in the wrong group by unsupervised hierarchical clustering (ward.D). Based on the results and the expected biological changes, three samples in the 21d bleomycin group and one sample in the control group were excluded from further analysis. DEGs were identified using limma package<sup>3</sup> (version 3.48.2) with the threshold adjusted  $P < 0.05$  and fold change  $> 1.5$ . The volcano plots of DEGs were generated by the ggplot2 (version 3.3.5) package.

## **3. RNA-seq data merging and DEG analysis**

The raw count data of lung tissues from IPF patients was downloaded from GEO datasets. The datasets were merged into one dataset using gene symbols as references. DESeq2 package was used to identify differential expression genes, the batch effect was estimated and subtracted in the algorithm. The threshold of DEGs was set as adjusted  $P < 0.05$  and fold change  $> 1.5$ . RemoveBatchEffect function in limma (version 3.48.2) package was used to correct for the technical batch effect, and UMAP analysis was done through umap package (version 0.2.7.0) and plotted by ggplot2 (version 3.3.5) package.

#### **4. Pathway enrichment analysis**

Gene ontology (GO)<sup>4</sup> terms enrichment analysis of DEGs were generated through Metascape (<https://metascape.org/gp/index.html#/main/step1>) with default parameters. ClusterProfiler (version 4.0.2) package<sup>5</sup> in the R software was used for gene set enrichment analysis (GSEA)<sup>6</sup> with the default parameters. The collection of hallmark gene sets generated from the msigdb (version 7.4.1) package which covered the gene sets of Molecular Signature Database (MSigDB) was used for GSEA analysis. When the mouse data were analyzed, the gene symbols were translated to the human homologous genes first. *P* values adjusted by Benjamini-Hochberg (BH) method were used to estimate the statistical significance,  $P_{\text{adj}} < 0.05$  and  $P_{\text{adj}} < 0.25$  were defined as significant for GO enrichment and GSEA, respectively.

#### **5. Pulmonary fibrosis model construction**

SPF level male mice (C57BL/6) aged 6-8 weeks were used to construct the pulmonary fibrosis model. A single dose of bleomycin dissolved in 0.9% sterilized saline (2.0 U/kg, 40  $\mu$ L, Hisun Pfizer Pharmaceutical Co., Ltd, Zhejiang, China) was instilled directly into the tracheal to induce pulmonary fibrosis in mice. Body weights were monitored every third day post bleomycin instillation. As reported in our previous study, mice with a weight loss of less than 5% on day 7 or less than 10% on day 10 post bleomycin challenge were considered as fail in the model construction, and were excluded from further study.<sup>7</sup>

#### **6. HBO treatment**

HBO exposure was applied as described previously.<sup>8</sup> Bleomycin-treated mice were randomized into control or HBO-treated group. HBO exposure (2.5 ATA, 90 min/day) was applied daily from day 7 after bleomycin instillation until day 20 in the HBO-treated group, while mice in the control group were untreated throughout the study. Lung tissue samples were collected on day 21 post bleomycin challenge.

## 7. Hematoxylin and eosin (H/E) staining

The left lung lobes of the mice were fixed with 4% paraformaldehyde for 24 hours, dehydrated by gradient ethanol, embedded in paraffin and sliced successively. Five  $\mu\text{m}$  thick slices were used for H/E staining, and a H/E stain kit (Beyotime Biotechnology, Shanghai, China) was used following the manufacturer's instructions. DM4000B microscope (Leica, Wetzlar, Germany) was used for imaging.

## 8. RNA-seq and bioinformatic analysis

The right lung lobes of the mice were used for RNA-seq. Total RNA was isolated using Trizol reagent (Invitrogen, Carlsbad, California, USA). A total amount of 3  $\mu\text{g}$  RNA per sample was used for library construction. NEBNext<sup>®</sup> Ultra<sup>™</sup> RNA Library Prep Kit for Illumina<sup>®</sup> (NEB, Ipswich, Massachusetts, USA) was used for sequencing libraries construction following the manufacturer's instruction. Libraries were sequenced using the paired-end strategy (2 $\times$ 150) on the Illumina NovaSeq 6000 platform following the standard protocols.

The quality control of the raw data was performed using FastQC (version 0.11.9) (<https://www.bioinformatics.babraham.ac.uk/projects/fastqc>) and MultiQC (version 1.8).<sup>9</sup> Trimming of the adapter content and reads with low quality ( $< 30$ ) and short length ( $< 30$  bp) was performed using Trim Galore (version 0.6.7) (<https://github.com/FelixKrueger/TrimGalore>). Hisat2 (version 2.2.0)<sup>10</sup> was used to map RNA sequence reads to the Ensembl GRcm38 *Mus musculus* genome, then samtools (version 1.9)<sup>11</sup> was used to transform sam files into bam files. FeatureCounts (version 2.0.0)<sup>12</sup> was used to summarize the read counts of each gene with default codes. Raw read counts were imported into RStudio and analyzed using the DESeq2 package. Genes with  $P < 0.05$  and fold change  $> 1.5$  were considered as DEGs.

## 9. Real-time qPCR analysis

Total RNA was isolated using TRIzol reagent (Invitrogen, California, USA), quantified with One Drop OD-1000+ Spectrophotometer (One Drop, Shanghai, China). HiScript II RT SuperMix for qPCR (+ gDNA wiper) (Vazyme, Jiangsu, China) was used for reverse transcriptions. Universal SYBR qPCR Master Mix was used for qPCR

detections (Vazyme, Jiangsu, China). Actb ( $\beta$ -actin) was used as the endogenous control to normalize the expression levels of target genes. Primers for the genes detected were as following:

*Acot7*-Forward: CGCTTTGTCCCATGTCTGCAA,  
*Acot7*-Reverse: CATGGCAGCCCAGAATGTTT;  
*Adm*-Forward: CACCCTGATGTTATTGGGTTC,  
*Adm*-Reverse: CCACTTATTCCACTTCTTTTCGGA;  
*Aldoa*-Forward: CTTAGTCCTTTTCGCCTACCCACC,  
*Aldoa*-Reverse: TTGAAGCTGGACCCATCTGGC;  
*Cdkn3*-Forward: CCCTGATACATTGTTACGGAGGA,  
*Cdkn3*-Reverse: CTCGAAGGCTGTCTATGGCTT;  
*Eno1*-Forward: TATGCGCCTGCTCTGGTTA,  
*Eno1*-Reverse: GTGCCGTCCATCTCGATCAT;  
*Ldha*-Forward: AAGCACGTTGCTATGCCTTG,  
*Ldha*-Reverse: GAACCCCAAAGGGGATGGT;  
*Mif*-Forward: TTGAGCCTCGCTCCACGTA,  
*Mif*-Reverse: ATTTCTCCCGGCTGGAAGGTG;  
*Mrps17*-Forward: GAGCGACCAGACTTGTTTTGG,  
*Mrps17*-Reverse: GGCATCGTGAGCAAAGTAGG;  
*Ndr1*-Forward: TCAGGAGCAGGATATTGAGACC,  
*Ndr1*-Reverse: CCGATGTCGTGATACGTGAGG;  
*P4ha1*-Forward: AGCCACCATTTCAAACCCAGT,  
*P4ha1*-Reverse: GCCAAGCACTTTTGCTAATTCTG;  
*Pgam1*-Forward: ATCTCGGCGATCCTCAGTTG,  
*Pgam1*-Reverse: TGAAGCGGTCTCCAGGTTC;  
*Slc2a1*-Forward: GCAGTTCGGCTATAACACTGG,  
*Slc2a1*-Reverse: GCGGTGGTTCCATGTTTGATTG;  
*Tpi1*-Forward: CCAGGAAGTTCTTCGTTGGGG,  
*Tpi1*-Reverse: CAAAGTCGATGTAAGCGGTGG;  
*Tubb6*-Forward: TCCGAGTACCAGCAGTACCA,

*Tubb6*-Reverse: ACATGCTTAGACCAGGGCAC;  
*Vegfa*-Forward: AACGATGAAGCCCTGGAGTG,  
*Vegfa*-Reverse: GCTGGCTTTGGTGAGGTTTG;  
*Loxl2*-Forward: CAGAGAAGACCTACAACCCCA,  
*Loxl2*-Reverse: AGTGCCCGTGCAGTTCATAG;  
*Cdh1*-Forward: CAGGTCTCCTCATGGCTTTGC,  
*Cdh1*-Reverse: CTTCCGAAAAGAAGGCTGTCC;  
*Vim*-Forward: TCAGCTCACCAACGACAAGG  
*Vim*-Reverse: TTCAAGGTCAAGACGTGCCA  
*Mmp2*-Forward: TCAGCTCACCAACGACAAGG  
*Mmp2*-Reverse: TTCAAGGTCAAGACGTGCCA  
*Acta2*-Forward: TCCCTGGAGAAGAGCTACGAAC,  
*Acta2*-Reverse: AGGACGTTGTTAGCATAGAGATCC;  
*Colla1*-Forward: AGCACGTCTGGTTTGGAGAG,  
*Colla1*-Reverse: GACATTAGGCGCAGGAAGGT;  
*Fn1*-Forward: CCCCAACTGGTTACCCTTCC,  
*Fn1*-Reverse: TGTCCGCCTAAAGCCATGTT;  
 *$\beta$ -actin*-Forward: ACACCCGCCACCAGTTC,  
 *$\beta$ -actin*-Reverse: TACAGCCCCGGGGAGCAT.

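The printed sequences are the forward and reverse primers of each qPCR assay, and each pair was searched for exact matches in the GENCODE vM21 transcripts of GRCm38. Of 23 pairs as extracted here, 16 matched a transcript of their own gene. The pairs printed for Vim and Mmp2 are the same and match Vim transcripts only, with a product of 178 bases. For the 6 other pairs without a full match, 1 of the primers matched its gene and the other had no exact match, which errors in the extracted text can also give.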

## Supplementary Figures

**Figure S1.** Flow charts showing the data collection process for lung samples from bleomycin-challenged mice (**A**) and IPF patients (**B**). Details are provided in [Supplementary Methods](#).

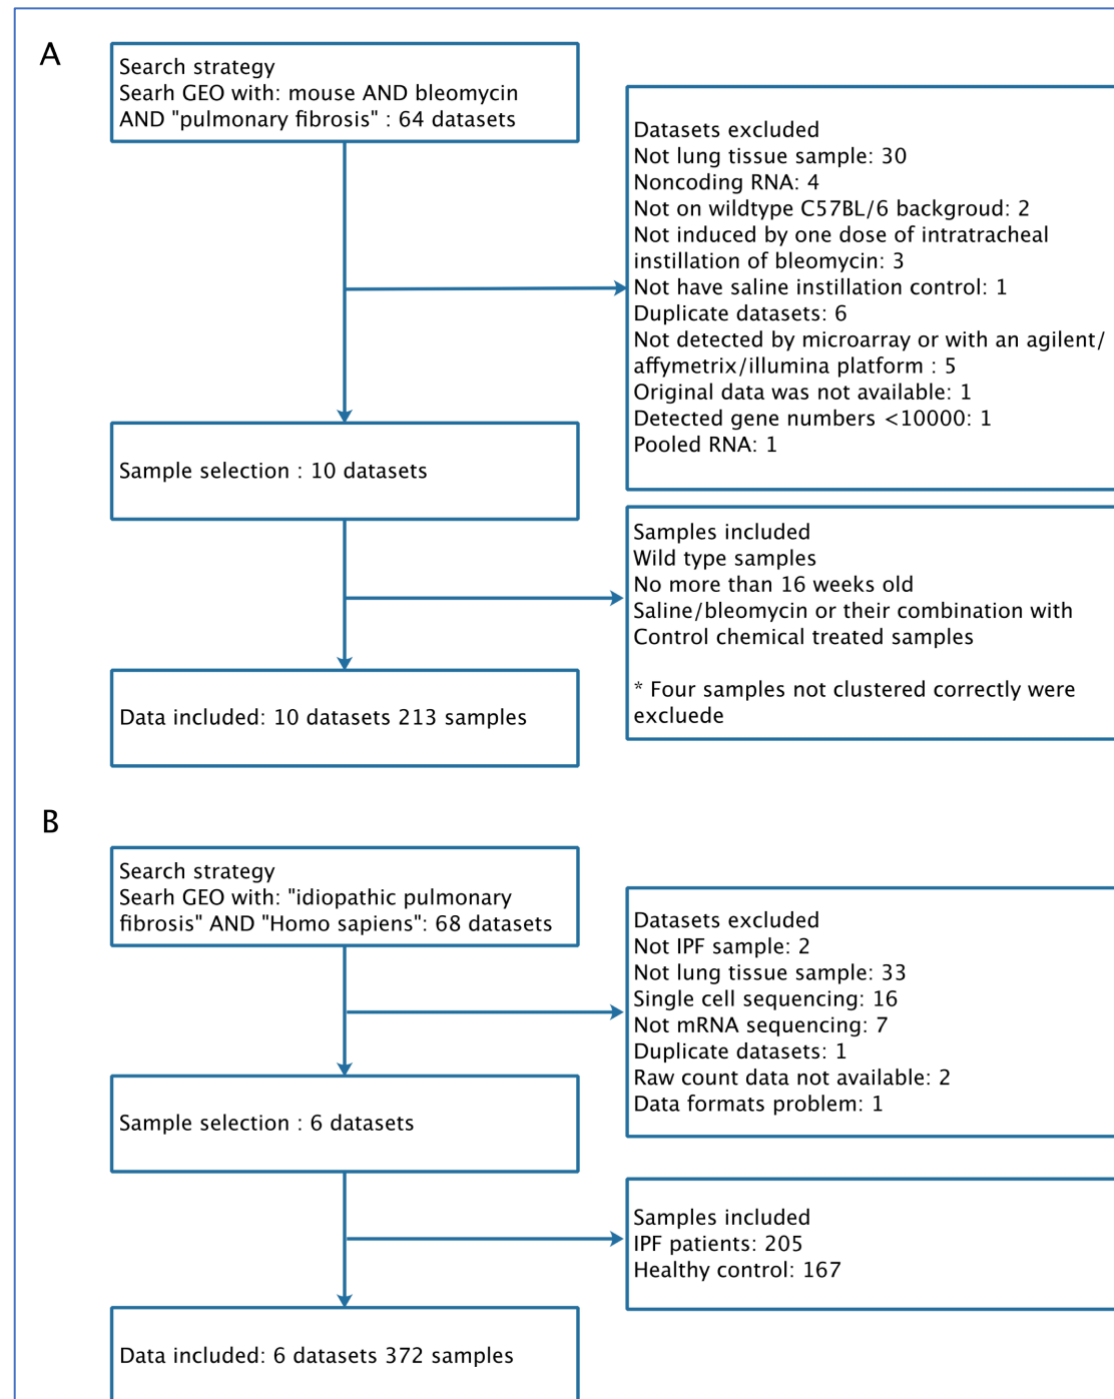

**Figure S2.** Batch effects removal by cross-platform normalization in microarray datasets from control and bleomycin-challenged mice lungs. UMAP plots showing samples from bleomycin-induced pulmonary fibrosis included in the integrative analysis before (**A, C and E**) and after (**B, D and F**) the removal of batch effects.

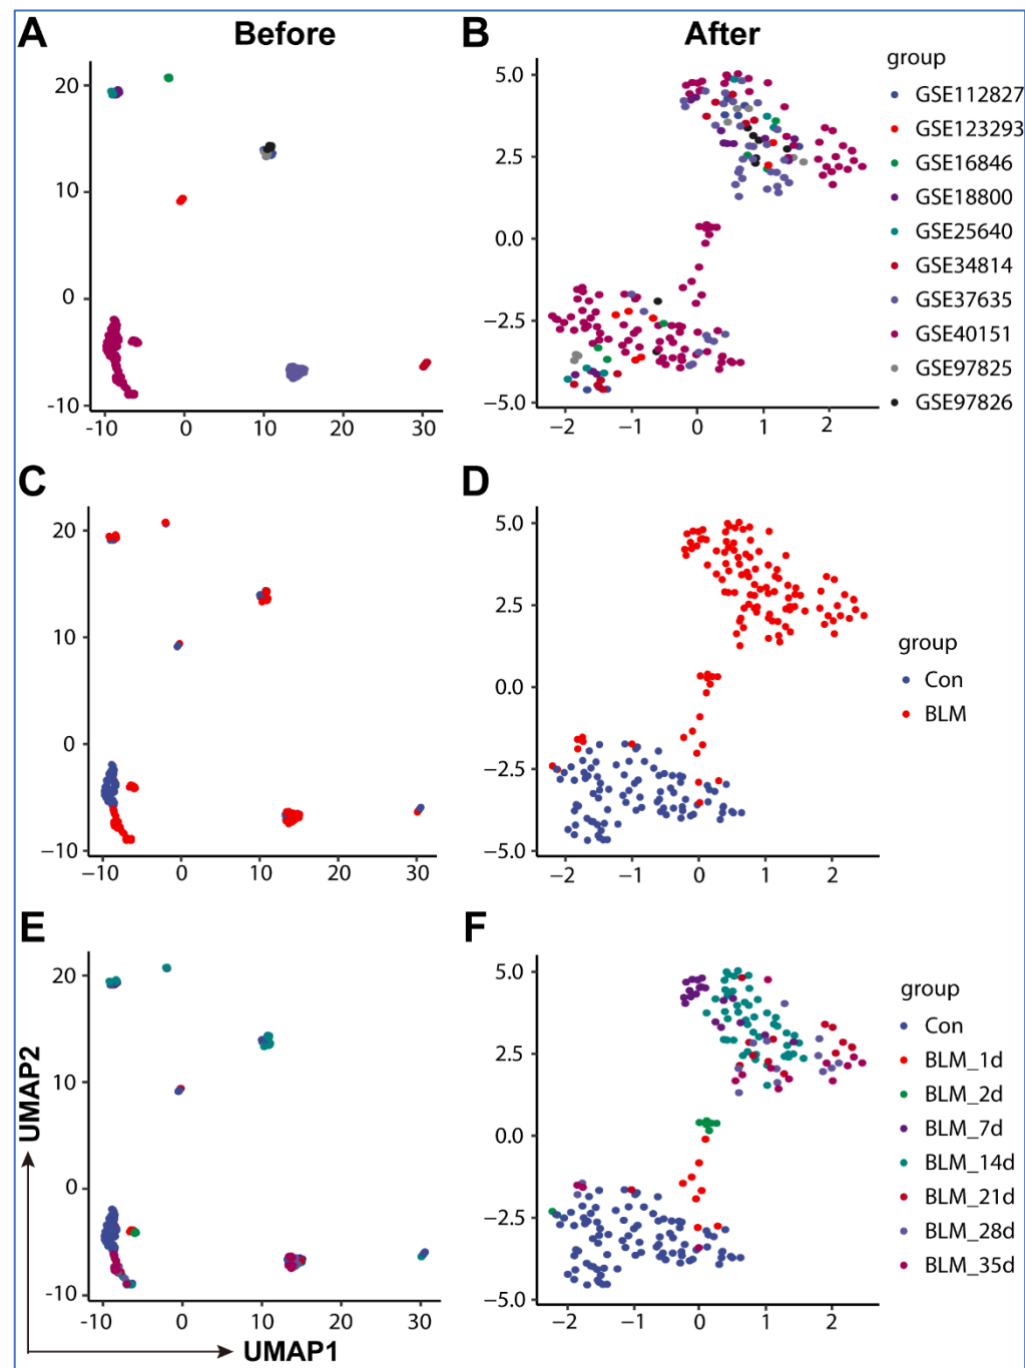

**Figure S3.** Batch effects removal in RNA-seq datasets from control and IPF lungs. UMAP plots showing samples from control and IPF lungs included in the integrative analysis before (**A and C**) and after (**B and D**) the removal of batch effect.

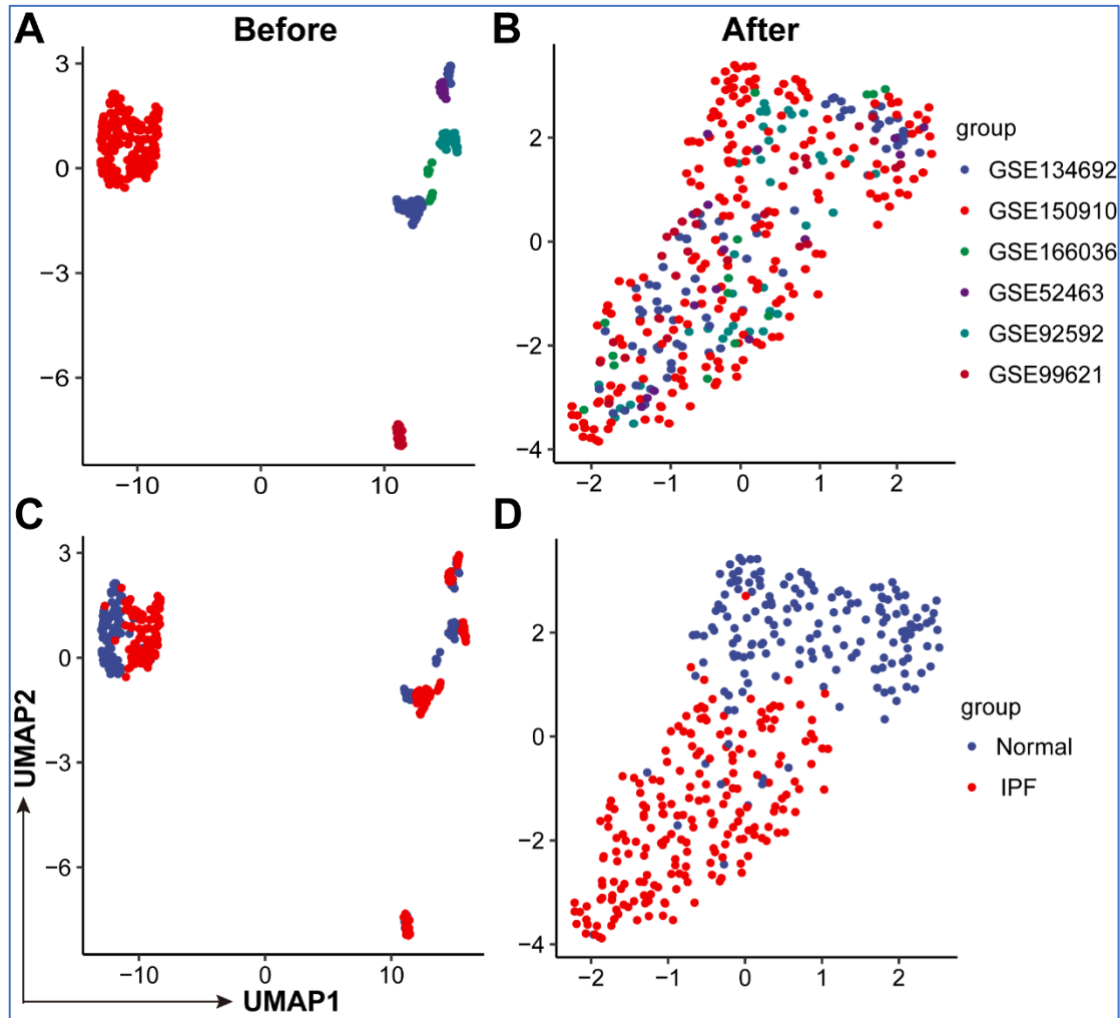

**Figure S4.** Integrative analysis identifies DEGs in pulmonary fibrosis. Volcano plots showing DEGs identified in bleomycin-challenged mice lungs at different time points post instillation (**A-G**) and in IPF lungs (**H**). Up- and down-regulated ( $P_{\text{adj}} < 0.05$  and fold change  $> 1.5$ ) DEGs are highlighted in red and blue, respectively.

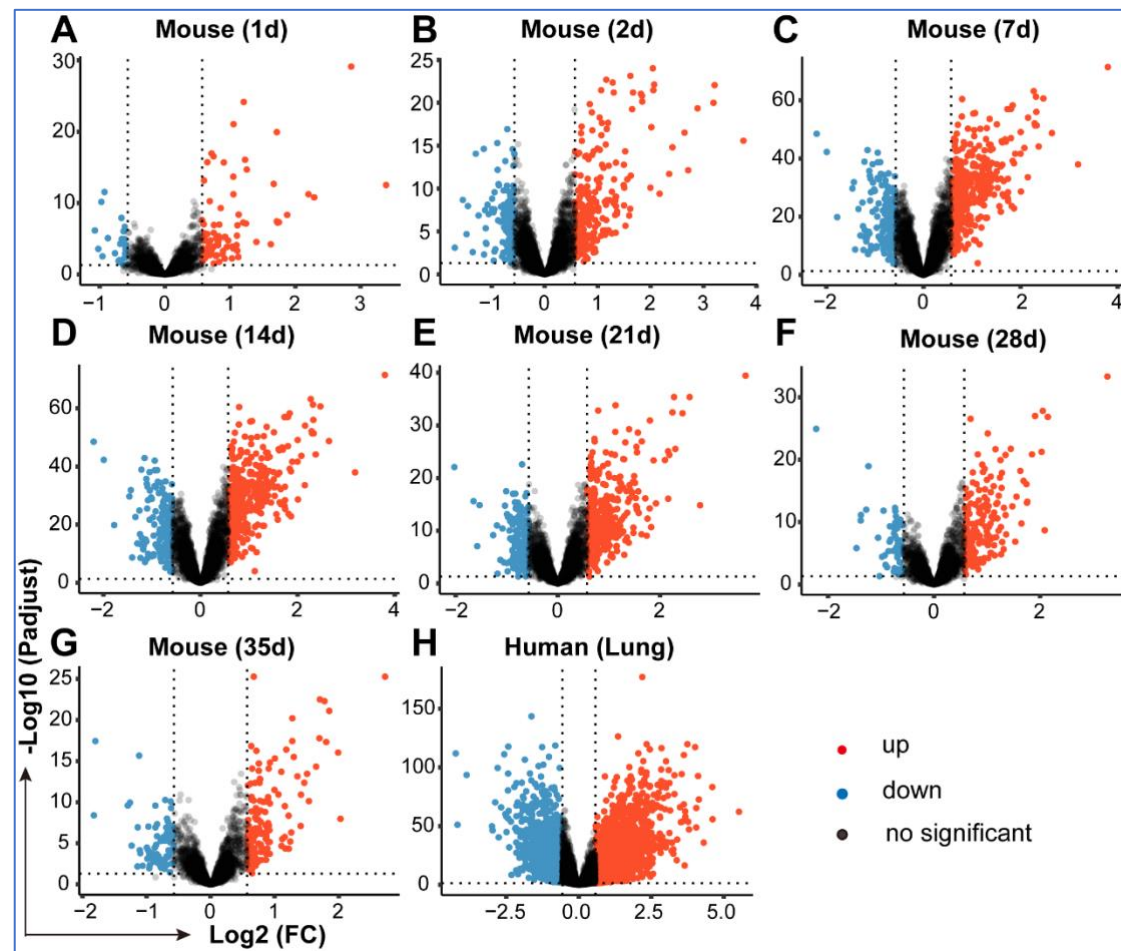

**Figure S5.** Bleomycin treatment induces pulmonary fibrosis in mice lungs. H/E staining of the lung tissue sections from saline (con, **A**) or bleomycin-challenged mice (BLM) at day 7 (**B**) or day 21 (**C**) post instillation. The top panel shows the whole left lung lobes section (scale bar: 500  $\mu$ m) with higher magnification images in the bottom panel (scale bar: 100  $\mu$ m).

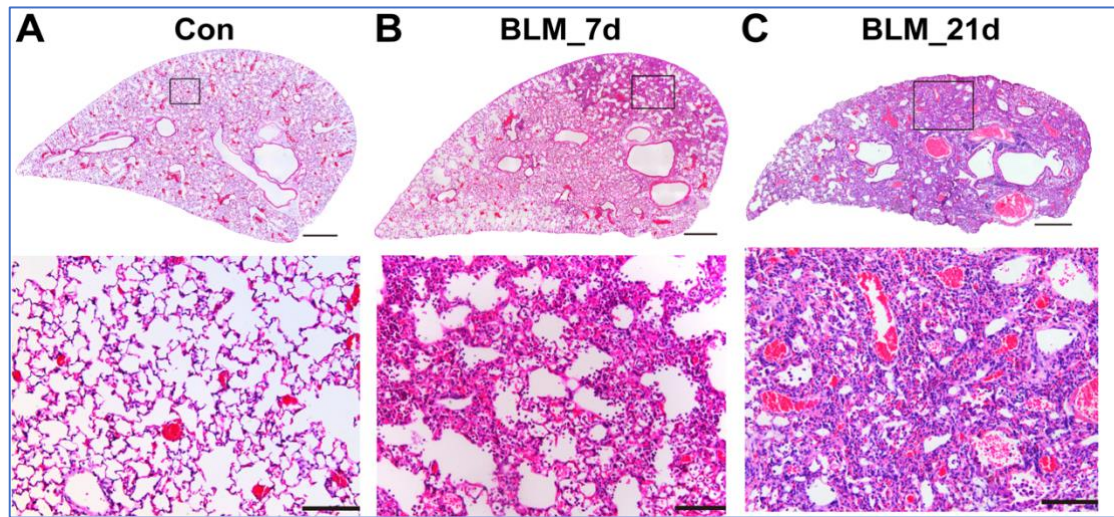

## Supplementary Tables

**Table S1.** Datasets details of the bleomycin-induced fibrosis mice model.

**Table S2.** Time points information of the bleomycin-induced fibrosis mice model.

**Table S3.** Summary of the IPF datasets.

**Table S4.** DEGs in bleomycin-challenged mice lungs at day 1 post instillation.

**Table S5.** DEGs in bleomycin-challenged mice lungs at day 2 post instillation.

**Table S6.** DEGs in bleomycin-challenged mice lungs at day 7 post instillation.

**Table S7.** DEGs in bleomycin-challenged mice lungs at day 14 post instillation.

**Table S8.** DEGs in bleomycin-challenged mice lungs at day 21 post instillation.

**Table S9.** DEGs in bleomycin-challenged mice lungs at day 28 post instillation.

**Table S10.** DEGs in bleomycin-challenged mice lungs at day 35 post instillation.

**Table S11.** DEGs in IPF lungs.

**Table S12.** GO terms enriched in bleomycin-challenged mice lungs at day 1 post instillation.

**Table S13.** GO terms enriched in bleomycin-challenged mice lungs at day 2 post instillation.

**Table S14.** GO terms enriched in bleomycin-challenged mice lungs at day 7 post instillation.

**Table S15.** GO terms enriched in bleomycin-challenged mice lungs at day 14 post instillation.

**Table S16.** GO terms enriched in bleomycin-challenged mice lungs at day 21 post instillation.

**Table S17.** GO terms enriched in bleomycin-challenged mice lungs at day 28 post instillation.

**Table S18.** GO terms enriched in bleomycin-challenged mice lungs at day 35 post instillation.

**Table S19.** GO terms enriched in IPF lungs.

**Table S20.** DEGs in bleomycin-challenged mice lungs exposed to HBO.

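Table S20 lists DEGs with their DESeq2 log2 fold change, standard error, P and adjusted P. The copy used here holds 1220 rows, where the paper gives 1221 DEGs. It is ordered by P, and its first genes are Igkv4-55, Hmox1, Ttn, Actc1 and Mb. Igkv4-55 (an immunoglobulin kappa variable gene, ENSMUSG00000096833.2, chromosome 6, 69607275 to 69607828 on GRCm38) had 9.18 ± 4.71 CPM (SD, n = 4) in BLM and 0.867 ± 0.321 CPM (SD, n = 3) in BLM+HBO, a log2 fold change of -3.37 (standard error 0.50) by edgeR. Variable genes resemble one another, and the counting could have left out reads they share, so this level is uncertain. Hmox1 (heme oxygenase 1, ENSMUSG00000005413.8, chromosome 8, 75093621 to 75100589) had 170 ± 50.9 CPM (SD, n = 4) and 68.6 ± 8.36 CPM (SD, n = 3), a log2 fold change of -1.31 (standard error 0.22). Ttn (titin, ENSMUSG00000051747.15, chromosome 2, 76703980 to 76982547) had 3.88 ± 0.886 CPM (SD, n = 4) and 19.2 ± 11.3 CPM (SD, n = 3), a log2 fold change of 2.30 (standard error 0.44). Actc1 (cardiac actin, ENSMUSG00000068614.7, chromosome 2, 114047282 to 114053548) had 24.7 ± 8.22 CPM (SD, n = 4) and 82.1 ± 32.9 CPM (SD, n = 3), a log2 fold change of 1.73 (standard error 0.33). Mb (myoglobin, ENSMUSG00000018893.15, chromosome 15, 77015487 to 77050670) had 1.63 ± 0.650 CPM (SD, n = 4) and 20.1 ± 15.6 CPM (SD, n = 3), a log2 fold change of 3.61 (standard error 0.55). For each of these genes the ranges of the groups did not overlap, and for Actc1 BLM 1 lay below the other BLM mice.

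The adjusted P of each of the 5 genes was 0.423 by edgeR. By DESeq2 it was 3.2e-10 for Igkv4-55, 7.9e-05 for Hmox1 and Ttn, 0.00016 for Actc1 and 0.0003 for Mb, and each gene's adjusted P reached 0.802 over the alternatives. With 1 mouse left out, edgeR's adjusted P fell below 0.05 for Igkv4-55 (0.0381), Hmox1 (0.0412) and Mb (0.0308) without BLM+HBO 2, and for Ttn (0.0154) and Mb (0.0409) without BLM+HBO 3. Ttn, Actc1 and Mb are heart muscle genes, and of 27 such genes tested 26 were higher in BLM+HBO. The list was written after Table S20 was read and 21 of its 29 genes are in that table, so it is not independent of these mice. As large a median log2 fold change came from 5 of the 35 splits of the mice, so chance cannot be excluded.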

**Table S21.** GO enriched in bleomycin-challenged mice lungs exposed to HBO.

## References

1. Irizarry RA, Hobbs B, Collin F, et al. Exploration, normalization, and summaries of high density oligonucleotide array probe level data. *Biostatistics*. Apr 2003;4(2):249-64. doi:10.1093/biostatistics/4.2.249
2. Leek JT, Johnson WE, Parker HS, Jaffe AE, Storey JD. The sva package for removing batch effects and other unwanted variation in high-throughput experiments. *Bioinformatics*. Mar 15 2012;28(6):882-3. doi:10.1093/bioinformatics/bts034
3. Ritchie ME, Phipson B, Wu D, et al. limma powers differential expression analyses for RNA-sequencing and microarray studies. *Nucleic Acids Res*. Apr 20 2015;43(7):e47. doi:10.1093/nar/gkv007
4. Gene Ontology C. The Gene Ontology (GO) project in 2006. *Nucleic Acids Res*. Jan 1 2006;34(Database issue):D322-6. doi:10.1093/nar/gkj021
5. Yu G, Wang LG, Han Y, He QY. clusterProfiler: an R package for comparing biological themes among gene clusters. *Omics*. May 2012;16(5):284-7. doi:10.1089/omi.2011.0118
6. Subramanian A, Tamayo P, Mootha VK, et al. Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. *Proc Natl Acad Sci U S A*. Oct 25 2005;102(43):15545-50. doi:10.1073/pnas.0506580102
7. Yuan Y, Li Y, Qiao G, et al. Hyperbaric Oxygen Ameliorates Bleomycin-Induced Pulmonary Fibrosis in Mice. *Front Mol Biosci*. 2021;8:675437. doi:10.3389/fmolb.2021.675437
8. Yuan Y, Zhou Y, Li Y, et al. Deconvolution of RNA-Seq Analysis of Hyperbaric Oxygen-Treated Mice Lungs Reveals Mesenchymal Cell Subtype Changes. *Int J Mol Sci*. Feb 18 2020;21(4):1371. doi:10.3390/ijms21041371
9. Ewels P, Magnusson M, Lundin S, Käller M. MultiQC: summarize analysis results for multiple tools and samples in a single report. *Bioinformatics*. Oct 1 2016;32(19):3047-8. doi:10.1093/bioinformatics/btw354
10. Kim D, Langmead B, Salzberg SL. HISAT: a fast spliced aligner with low memory requirements. *Nat Methods*. Apr 2015;12(4):357-60. doi:10.1038/nmeth.3317
11. Li H, Handsaker B, Wysoker A, et al. The Sequence Alignment/Map format and SAMtools. *Bioinformatics*. Aug 15 2009;25(16):2078-9. doi:10.1093/bioinformatics/btp352
12. Liao Y, Smyth GK, Shi W. featureCounts: an efficient general purpose program for assigning sequence reads to genomic features. *Bioinformatics*. Apr 1 2014;30(7):923-30. doi:10.1093/bioinformatics/btt656

# Supplementary material for: Integrated analysis reveals the protective mechanism and therapeutic potential of hyperbaric oxygen against pulmonary fibrosis
**Source:** Genes Dis. 2022 Sep 5;10(3):1029–39. doi: 10.1016/j.gendis.2022.08.012
**Supplement:** Multimedia component 2

Table S1**. Datasets details of the bleomycin-induced fibrosis mice model.**

| **Accession ID** | **Included sample information** | **Platform** |
| --- | --- | --- |
| GSE40151 ^1^ | Saline:1d (8), 2d (8), 7d (8), 14d (7), 21d (8), 28d (8), 35d (8);  Bleomycin: 1d (8), 2d (8), 7d (8), 14d (8), 21d (6*), 28d (8), 35d (8) | Affymetrix Mouse Genome 430 2.0 Array |
| GSE18800 ^2^ | WT bleomycin 0d (4);  WT bleomycin 7d (4), WT bleomycin 14d (5) |  |
| GSE16846 ^3^ | Saline 14d (3);  Bleomycin 14d (3) |  |
| GSE25640 ^4^ | WT Saline 21d (3);  WT bleomycin 21d (3) |  |
| GSE97825 ^5^ | PBS + LNA control 14d (3);  bleomycin + LNA control 14d (5) | Agilent-028005 SurePrint G3 Mouse GE 8x60K Microarray (Feature Number version) |
| GSE97826 ^5^ | PBS + control TSB 14d (2);  Bleomycin + control TSB 14d (6) |  |
| GSE112827 ^5^ | PBS + control GP 14d (3);  Bleomycin + control GP 14d (5) |  |
| GSE34814 ^6^ | PBS 14d (5);  Bleomycin 14d (5) |  |
| GSE37635 ^7^ | Control (7);  Bleomycin: 1w (7), 2w (6), 3w (6), 4w (6), 5w (6) | Illumina MouseRef-8 v2.0 expression beadchip |
| GSE123293 ^8^ | Saline: WT young v1 (3), WT young v2 (2);  Bleomycin: WT young (2) | Affymetrix Mouse Gene 2.0 ST Array [transcript (gene) version] |

Reference

1. Peng R, Sridhar S, Tyagi G, et al. Bleomycin induces molecular changes directly relevant to idiopathic pulmonary fibrosis: a model for "active" disease. *PLoS One*. 2013;8(4):e59348. doi:10.1371/journal.pone.0059348

2. Oga T, Matsuoka T, Yao C, et al. Prostaglandin F(2alpha) receptor signaling facilitates bleomycin-induced pulmonary fibrosis independently of transforming growth factor-beta. *Nat Med*. Dec 2009;15(12):1426-30. doi:10.1038/nm.2066

3. Scotton CJ, Krupiczojc MA, Konigshoff M, et al. Increased local expression of coagulation factor X contributes to the fibrotic response in human and murine lung injury. *J Clin Invest*. Sep 2009;119(9):2550-63. doi:10.1172/JCI33288

4. Liu T, Baek HA, Yu H, et al. FIZZ2/RELM-beta induction and role in pulmonary fibrosis. *J Immunol*. Jul 1 2011;187(1):450-61. doi:10.4049/jimmunol.1000964

5. Savary G, Dewaeles E, Diazzi S, et al. The Long Noncoding RNA DNM3OS Is a Reservoir of FibromiRs with Major Functions in Lung Fibroblast Response to TGF-beta and Pulmonary Fibrosis. *Am J Respir Crit Care Med*. Jul 15 2019;200(2):184-198. doi:10.1164/rccm.201807-1237OC

6. Lino Cardenas CL, Henaoui IS, Courcot E, et al. miR-199a-5p Is upregulated during fibrogenic response to tissue injury and mediates TGFbeta-induced lung fibroblast activation by targeting caveolin-1. *PLoS Genet*. 2013;9(2):e1003291. doi:10.1371/journal.pgen.1003291

7. Blaauboer ME, Emson CL, Verschuren L, et al. Novel combination of collagen dynamics analysis and transcriptional profiling reveals fibrosis-relevant genes and pathways. *Matrix Biol*. Oct-Nov 2013;32(7-8):424-31. doi:10.1016/j.matbio.2013.04.005

8. Calyeca J, Balderas-Martinez YI, Olmos R, et al. Accelerated aging induced by deficiency of Zmpste24 protects old mice to develop bleomycin-induced pulmonary fibrosis. *Aging (Albany NY)*. Dec 10 2018;10(12):3881-3896. doi:10.18632/aging.101679

# Supplementary material for: Integrated analysis reveals the protective mechanism and therapeutic potential of hyperbaric oxygen against pulmonary fibrosis
**Source:** Genes Dis. 2022 Sep 5;10(3):1029–39. doi: 10.1016/j.gendis.2022.08.012
**Supplement:** Multimedia component 3

Table S2**. Time points information of the bleomycin-induced fibrosis mice model.**

| **Timepoints post i.t. instillation** | **Sample number Control / Bleomycin** | **Data origin** |
| --- | --- | --- |
| 1d | 8 / 8 | GSE40151 ^1^ |
| 2d | 8 / 8 | GSE40151 ^1^ |
| 7d | 12 / 19 | GSE40151 ^1^, GSE18800 ^2^, GSE37635 ^3^ |
| 14d | 34 / 43 | GSE40151 ^1^, GSE18800 ^2^, GSE16846 ^4^, GSE97825 ^5^, GSE97826 ^5^, GSE112827 ^5^, GSE34814 ^6^, GSE37635 ^3^ |
| 21d | 24 / 17 | GSE40151 ^1^, GSE25640 ^7^, GSE37635 ^3^, GSE123293 ^8^ |
| 28d | 15 / 14 | GSE40151 ^1^, GSE37635 ^3^ |
| 35d | 15 / 14 | GSE40151 ^1^, GSE37635 ^3^ |
| Total | 90^a^ / 123 |  |

^a^ Some control samples were shared in different timepoints

**Reference**

1. Peng R, Sridhar S, Tyagi G, et al. Bleomycin induces molecular changes directly relevant to idiopathic pulmonary fibrosis: a model for "active" disease. *PLoS One*. 2013;8(4):e59348. doi:10.1371/journal.pone.0059348

2. Oga T, Matsuoka T, Yao C, et al. Prostaglandin F(2alpha) receptor signaling facilitates bleomycin-induced pulmonary fibrosis independently of transforming growth factor-beta. *Nat Med*. Dec 2009;15(12):1426-30. doi:10.1038/nm.2066

3. Blaauboer ME, Emson CL, Verschuren L, et al. Novel combination of collagen dynamics analysis and transcriptional profiling reveals fibrosis-relevant genes and pathways. *Matrix Biol*. Oct-Nov 2013;32(7-8):424-31. doi:10.1016/j.matbio.2013.04.005

4. Scotton CJ, Krupiczojc MA, Konigshoff M, et al. Increased local expression of coagulation factor X contributes to the fibrotic response in human and murine lung injury. *J Clin Invest*. Sep 2009;119(9):2550-63. doi:10.1172/JCI33288

5. Savary G, Dewaeles E, Diazzi S, et al. The Long Noncoding RNA DNM3OS Is a Reservoir of FibromiRs with Major Functions in Lung Fibroblast Response to TGF-beta and Pulmonary Fibrosis. *Am J Respir Crit Care Med*. Jul 15 2019;200(2):184-198. doi:10.1164/rccm.201807-1237OC

6. Lino Cardenas CL, Henaoui IS, Courcot E, et al. miR-199a-5p Is upregulated during fibrogenic response to tissue injury and mediates TGFbeta-induced lung fibroblast activation by targeting caveolin-1. *PLoS Genet*. 2013;9(2):e1003291. doi:10.1371/journal.pgen.1003291

7. Liu T, Baek HA, Yu H, et al. FIZZ2/RELM-beta induction and role in pulmonary fibrosis. *J Immunol*. Jul 1 2011;187(1):450-61. doi:10.4049/jimmunol.1000964

8. Calyeca J, Balderas-Martinez YI, Olmos R, et al. Accelerated aging induced by deficiency of Zmpste24 protects old mice to develop bleomycin-induced pulmonary fibrosis. *Aging (Albany NY)*. Dec 10 2018;10(12):3881-3896. doi:10.18632/aging.101679

How the deposited data were processed for this re-analysis (not part of the article)

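RNA was sequenced from the right lung lobes of 4 bleomycin-challenged mice (BLM) and 3 bleomycin-challenged mice exposed to HBO (BLM+HBO). The authors prepared libraries with NEBNext Ultra and sequenced them as paired ends on an Illumina NovaSeq. Per the Supplementary methods, the authors trimmed the reads with Trim Galore, mapped them to GRCm38 with Hisat2 and made the deposited counts per gene with featureCounts at its default settings, without normalization. The paper does not name the release of the gene annotation. The deposited table held 55401 genes with their coordinates, and all of its columns of values were assigned to a mouse from the sample records. Symbols came from GENCODE vM21, which gave a symbol to 55141 genes and an Entrez identifier to 22370, with 54349 identifiers in the same version.

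The counts summed to between 18157161 and 26365969 per mouse, and between 23811 and 25989 genes had a read in each. The 10 genes with the highest counts took between 4.52% and 6.60% of each library. Replicate libraries were checked with a chi-square per gene over genes with a combined count of at least 20. Each mouse was 1 replicate, and BLM was the reference.

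Genes were filtered with filterByExpr (minimum count 10, minimum total 15) and normalized by TMM in edgeR 4.0.16 under R 4.3.3, with factors between 0.964 and 1.036. The test was edgeR's quasi-likelihood test without the robust option, with a common biological coefficient of variation of 0.222. Standard errors of its log2 fold changes were derived as the absolute log2 fold change over the square root of the F statistic. The thresholds were those of the paper, an unadjusted P below 0.05 with a fold change above 1.5, and a Benjamini-Hochberg adjusted P below 0.05 was used beside them. Log2 CPM used a prior count of 2. Over-representation was tested with a one-sided Fisher's exact test against all tested genes with an Entrez identifier. Preranked GSEA used fgsea 1.28.0 (set size 5 to 1000, seed 1, adjusted P below 0.25 as in the paper), with fry and camera of limma 3.58.1 as alternatives. The Reactome sets came with fgsea, and 265 genes were listed for extracellular matrix organization, 32 for glycolysis and 412 for mitotic cell cycle. GSVA scores were made with gseapy 1.3.1 under Python 3.11.15 and compared by exact permutation over the 35 ways to assign the labels, which give 0.0286 as the smallest P. DESeq2 1.42.0 was run as the tool of the Supplementary methods.

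The tests were tested on simulated data, with 5 data sets of 17465 genes and 200 changed genes for this comparison. Each gene was drawn independently, and genes at the lowest levels were not among the changed ones, so the shares may not hold for real mice. At adjusted P below 0.05, edgeR recovered 82.3%, DESeq2 88.3% and limma 81.8% of the changed genes, and 6.90%, 20.9% and 6.94% of their calls were false. In 5 data sets with no changed gene they made 3, 93 and 4 calls in total. At the unadjusted thresholds these data sets gave on average 374 genes by edgeR, 360.2 by DESeq2 and 389 by limma.

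The comparisons, the alternatives and a rule for which genes to name were set before the data were examined. The rule named the 15 HIF signature genes and the genes with printed qPCR primers, Actb among them. Further it named the first 5 genes of Table S20, whose values in that table had been seen. From the matrix set it named the 5 genes with the smallest P among DEGs that were lower in BLM+HBO. It also named up to 5 genes in each direction at adjusted P below 0.05, of which there were none by edgeR. Members of the marker gene lists could be named where their list was discussed. The 24 lists covered AT1, AT2, club, ciliated, endothelial, mesothelial, fibroblast and erythroid cells, T, B, NK and plasma cells, neutrophils, alveolar macrophages, monocytes and macrophages, heart muscle, proliferation, NRF2 targets, clock genes of both phases, glycolytic enzymes, the Hallmark glycolysis genes the paper names, the HIF signature and the EMT markers. They were written before the counts were seen and after Table S20 was read, so they are not independent of these mice.

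The alternatives were DESeq2, limma-trend, RLE and upper-quartile factors, no filter on low counts, a filter of 1 CPM in 3 mice, robust empirical Bayes, a replicate block, a fold change above 2, a P limit of 0.01, an adjusted P limit of 0.1, other rankings and set tests, other scores, and leaving out each mouse in turn. The full Hallmark sets and the GO memberships were not used, and no set test was run on Table S20, of which 1220 rows were held. The qPCR values are not in the deposited count table and were not re-analysed.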

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

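The tests of a fixed makeup of heart muscle, of the clock phase and of the NK cell genes were chosen only after the result was seen.

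The total count of BLM 4 was 19002242, against 18436336 to 18452895 in the other BLM mice. Its gap to the nearest of them was 0.971 of the range of the group, above Dixon's 95% critical value for 4 samples. The log2 CPM of Loxl2 was 7.30 in BLM 1 and 6.60 to 6.70 in the other BLM mice (0.860 of the range). The log2 CPM of Actc1 was 3.64 in BLM 1 and 4.84 to 4.87 in the others (0.981 of the range). In all, 61 groups of values were examined in this way and 3 lay above the critical value, and chance gives about 1 in 20. The totals of the other BLM mice lay close together, and no explanation of this was tested. Without BLM 1, the log2 fold change was -0.76 for Loxl2 and 1.51 for Actc1, against -0.96 and 1.73 with it. No biological explanation was tested for these 3 values.

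Actc1 belongs to the list of heart muscle genes, which the paper does not discuss. Of 27 genes tested, 26 were higher in BLM+HBO, with a median log2 fold change of 1.82 (limma's fry, adjusted P = 0.108). The mean log2 CPM of the list was 2.14 ± 0.44 (SD, n = 4) in BLM and 3.76 ± 1.08 (SD, n = 3) in BLM+HBO (two-sided exact permutation test, P = 0.0571). Of the 29 genes listed, 21 are in Table S20 and 19 had a log2 CPM of at least 1 in BLM, so the list is not independent of these libraries. A result as large came from 5 of 35 splits of the mice, so chance cannot be excluded. If the tissue taken held more atrial-type muscle of 1 fixed makeup, the atrial markers and the other heart muscle genes would rise alike. Their rises differed by 0.17 on the log2 scale (two-sided exact permutation test, P = 0.714), but the difference between these genes varied by an SD of 0.48 within BLM and 0.60 within BLM+HBO, so 7 mice leave unequal rises open. The atrial marker Nppa, with a mean log2 CPM of -0.73 in both groups, had a log2 fold change of 0.34 (standard error 1.00). Nebl (0.02), Hspb7 (0.08) and Ankrd1 (-0.32) did not rise. Nebl and Ankrd1 had the highest mean log2 CPM of the list in BLM, 7.48 and 6.19, so a rise from more muscle could be masked in them. A varying amount of such muscle in the tissue taken and an effect of HBO on muscle in the lung cannot be told apart.

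The list of NK cell genes, which the paper does not discuss, was higher in BLM+HBO by 1.52 in mean log2 CPM, from 0.23 ± 0.72 (SD, n = 4) to 1.75 ± 0.81 (SD, n = 3; two-sided exact permutation test, P = 0.0571). All 12 genes were higher, with a median log2 fold change of 1.66 (limma's fry, adjusted P = 0.108). With each mouse left out, this median ranged from 0.93 to 2.01. Only 3 of the 12 had a log2 CPM of at least 1 in BLM, and 10 are in Table S20. A result as large came from 2 of 35 splits, so chance cannot be excluded. A lower share of other cells would raise the markers of every remaining cell type alike. The mean of 6 other lists (AT1, AT2, endothelial, ciliated, club and T cells) rose by 0.201, from 7.11 ± 0.22 (SD, n = 4) to 7.31 ± 0.15 (SD, n = 3). Lists outside these 6 rose more, from a mean log2 CPM of 3.16 to 4.10 for B cells and from 5.08 to 5.75 for erythroid cells. The small rise of the 6 lists argues against a lower share of other cells as the whole cause of the rise of 1.52. Relative to these lists the NK cell genes rose by 1.32, more than the SD of 0.63 within BLM and 0.73 within BLM+HBO, but the groups overlapped (two-sided exact permutation test, P = 0.0857). Chance and an effect of HBO on NK cells stay open.

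The list of clock output genes, which the paper does not discuss, was higher in BLM+HBO by 0.936 in mean log2 CPM, from 5.02 ± 0.32 (SD, n = 4) to 5.96 ± 0.44 (SD, n = 3; two-sided exact permutation test, P = 0.0286, the smallest P that 4 mice against 3 allow). All 10 genes were higher, with a median log2 fold change of 1.00 (limma's fry, adjusted P = 0.108), and all 5 clock genes of the opposite phase were lower, with a median of -0.62 (limma's fry, adjusted P = 0.108). Of these lists, 7 of 10 and 2 of 5 genes are in Table S20. As large a median for the output genes came from 1 of 35 splits, the real one. Since the list was written after Table S20 was read and was singled out of 24 lists, of which 6 reached the smallest exact P, chance cannot be excluded. If the mice differed in circadian phase at collection, both lists would move in opposite directions within the groups too. The deviations of the mice from their group means had a Pearson r of -0.993 (permutation P = 0.000397, adjusted P = 0.000794 over both coefficients) and a Spearman rho of -0.964 (permutation P = 0.00278), and without the 2 mice farthest from the median r was -0.980. Differences in clock phase between mice may therefore explain the pattern. The sources used here do not give the collection times, so a difference in time of day between the groups and an effect of HBO on the clock both stay open.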

How the results depend on the processing

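The additional DESeq2 filters and the newer quasi-likelihood method of edgeR were chosen after seeing the data.

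The direction and the side of the threshold held for the matrix set, the HIF signature and the cell cycle set in GSEA under every alternative run. For the HIF score they held under the 5 other ways of scoring, each at the smallest exact permutation P of 0.0286, and with a mouse left out only its direction was examined. With each mouse left out, the NES ranged from -2.56 to -2.10 for the matrix set, from -1.95 to -1.36 for the HIF signature and from -1.72 to -1.19 for the cell cycle set, and their adjusted P reached at most 0.151. The odds ratio of the matrix set among the lower genes ranged from 2.79 without BLM+HBO 3 to 10.9 without BLM+HBO 2, with 2.94 without BLM 1 and 4.03 without BLM+HBO 1. With DEGs at adjusted P below 0.05, edgeR gave no genes and so no odds ratio. The difference of the HIF score ranged from -0.826 to -0.549, that of the EMT score from -0.992 to -0.701 and that of the glycolysis score from -0.474 to -0.204, without a test.

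The number of genes at unadjusted P below 0.05 and fold change above 1.5 was 1940 with no filter on low counts, 509 with a fold change above 2 and 319 with P below 0.01. Fewer or more genes pass these limits by construction. With each mouse left out it ranged from 659 without BLM+HBO 1 to 1914 without BLM+HBO 2, and it was 706 without BLM 1, with fewer mice by construction. At adjusted P below 0.05, edgeR called 0 genes, with 1861 at unadjusted P below 0.05, and limma-trend called 0. The count was 155 by DESeq2, 387 with no filter on low counts, where the prior degrees of freedom were 6.94 in place of 4.57, and with each mouse left out it ranged from 0 to 267, the latter without BLM+HBO 2, with 2 genes without BLM+HBO 3. With 14 further DESeq2 settings, chosen after seeing the values, it was 148, 144, 155, 150, 139, 142 or 129. Apart from the filter, the cause was not tested.

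The NES of the glycolysis set changed sign with genes ranked by the signed square root of F (-1.47). With each mouse left out it ranged from -0.902 to 0.966 and was negative without BLM 2 (-0.767), BLM 3 (-0.765) and BLM+HBO 2 (-0.902). The set was lower in BLM+HBO by camera with the preset correlation (adjusted P = 0.115), by camera with the estimated correlation (0.312) and by fry (0.181). Over all alternatives, in either direction, the adjusted P ranged from 0.0604 to 0.945. The difference of the glycolysis score changed sign by single-sample GSEA (0.00105). For the EMT score, the exact permutation P fell to 0.0286 with z-scores (-1.33), with single-sample GSEA (-0.100) and with no filter on low counts (-0.910), over a range of 0.0286 to 0.0857. The cause was not tested.

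For the genes that bleomycin raised and lowered at day 21, camera with the estimated correlation gave an adjusted P of 0.0567 for both lists, over a range up to 0.244. With each mouse left out, the median log2 fold change ranged from -0.57 to -0.31 and from 0.41 to 0.70. The adjusted P was above 0.05 without BLM 1 (-0.39, 0.50), BLM 2 (-0.43, 0.61), BLM 3 (-0.38, 0.60), BLM 4 (-0.42, 0.61), BLM+HBO 1 (-0.31, 0.41) or BLM+HBO 3 (-0.41, 0.52), and 0.00271 and 0.0175 without BLM+HBO 2. With fewer mice the test has less power by construction.

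Of the 24 marker gene lists, 0 passed adjusted P below 0.05 by fry, with 9 at unadjusted P below 0.05. With each mouse left out this ranged from 0 to 5, with 5 lists without BLM+HBO 2 and 1 without BLM+HBO 3. Of 240 values of the lists under alternatives, 222 kept direction and side of the threshold. The median of the NRF2 list changed sign with RLE factors (-0.0021). With each mouse left out, the median ranged from -0.067 without BLM+HBO 3 to 0.54 for AT2 cells, from -0.26 to 0.058 for club cells (0.058 without BLM 4, 0.051 without BLM+HBO 2), from -0.87 without BLM+HBO 1 to 0.35 for neutrophils, and from -0.13 to 0.037 for alveolar macrophages (0.037 without BLM 2, 0.031 without BLM 3, 0.015 without BLM+HBO 1, 0.017 without BLM+HBO 3). Of 363 values of the 33 named genes, 340 kept both and 18 passed adjusted P below 0.05. Acot7 ranged from -0.053 without BLM+HBO 3 to 0.31, and P4ha1 from -0.091 without BLM+HBO 2 to 0.13, with -0.041 without BLM 1, -0.0064 without BLM 2 and -0.020 without BLM+HBO 3. The cause was not tested.

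The replicate numbers do not pair the mice, since the deviations of the mice with the same number correlated at -0.00797, -0.0660 and 0.161. With the number as a replicate block, 1258 genes passed the unadjusted thresholds, 845 of them among those called without it, and 0 passed adjusted P below 0.05. Under the block the odds ratio of the matrix set was 7.89, and the NES was -1.77 for the HIF signature, -2.57 for the matrix set, -1.53 for the cell cycle set and 0.924 for glycolysis. The mean differences of the mice with the same number were -0.630, -0.954 and -0.270 for the HIF, EMT and glycolysis scores. The bleomycin lists had medians of -0.46 and 0.60 (adjusted P = 0.244), and the medians of the club (0.065), neutrophil (-0.23) and NRF2 (-0.015) lists changed sign. The block uses up degrees of freedom, so a call lost under it is not a weaker effect.

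With every library thinned to 18157161 counts, 1087 genes passed the unadjusted thresholds, so the unequal depth of the libraries added little to this count. Thinning does not show what deeper sequencing would add.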

Differences from the paper's values

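The additional DESeq2 and edgeR settings below were chosen only after the result was seen.

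The paper's Table S20 holds 136 genes at adjusted P below 0.05, all of them with a fold change above 1.5. With edgeR, 0 genes passed both limits, with 1861 at unadjusted P below 0.05. Of the alternatives set before the data were examined, DESeq2 gave 151 genes and did not differ from the paper's 136 by more than 1.5 times, and it left out 3 of the 136. The others differed. They gave 382 genes with no filter on low counts, 267 without BLM+HBO 2, 2 without BLM+HBO 3, and 0 with limma-trend, RLE or upper-quartile factors, the filter of 1 CPM in 3 mice, robust empirical Bayes and each other mouse left out.

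Of the DESeq2 settings chosen after seeing the values, 14 in number, those with another filter gave between 124 and 151 genes at both limits. A prefilter of a mean count above 1 gave 135 and dropped 12 of the paper's 136 genes, 1 read in 3 mice gave 139 and dropped 8, and a filtering level of 0.05 gave 140 and dropped 5. The newer quasi-likelihood method of edgeR with robust empirical Bayes, also chosen after seeing the values, gave 0 and dropped all 136. In Table S20, 84 genes carry no adjusted P.

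The paper's 1221 DEGs and the 1098 found with edgeR differ by less than 1.5 times. The count was 1220 without BLM 4. It was 1219 with DESeq2 at filtering levels of 0.01 or 0.2 when genes without an adjusted P were left out, which was chosen after seeing the values and dropped 149 of the 1220 genes held of Table S20. A prefilter of a total of at least 10 with the same omission, also chosen after seeing the values, gave 1226 and dropped 165. A prefilter of 10 reads in 3 mice, chosen after seeing the values, gave 651 genes higher in BLM+HBO, the paper's number, and 540 lower, and dropped 192.

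The paper names glycolysis among the pathways that HBO inhibited in its GSEA. The NES of the Reactome glycolysis set was 0.844, and the Hallmark set was not tested. Other values pointed down, as in the paper. The NES was -1.47 with the ranking by the signed square root of F and negative without BLM 2 (-0.767), BLM 3 (-0.765) or BLM+HBO 2 (-0.902). By fry the set was lower (adjusted P = 0.181; over all alternatives of the set tests, in either direction, it ranged from 0.0604 to 0.945), the score differed by -0.334, 15 of 17 glycolytic enzymes were lower in BLM+HBO, and 6 of the 8 Hallmark glycolysis genes the paper names were lower. For both lists every BLM+HBO mouse lay below every BLM mouse (two-sided exact permutation test, P = 0.0286).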

Other observations

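The looks at the immunoglobulin variable genes, at the NRF2 list without Hmox1 and at single genes of the Reactome glycolysis set were chosen only after the result was seen.

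Each result of a test across genes was compared with other splits of the 7 mice into 4 and 3, of which there are 35 with the real one. As many genes at unadjusted P below 0.05 and fold change above 1.5 came from 2 of 35 splits, and the other splits gave 118 to 1218 genes (median 344). As many genes at adjusted P below 0.05 came from 6 of 35 splits by DESeq2, where other splits gave up to 438, and from 3 of 35 by edgeR with no filter on low counts. By edgeR with the filter, the real split gave 0 genes, with 1861 at unadjusted P below 0.05 and 155 by DESeq2. As small a Fisher P for the matrix set came from 4 of 35 splits. As large an enrichment score came from 2 of 35 splits for the HIF signature, 2 of 35 for the matrix set, 3 of 35 for the cell cycle set and 24 of 35 for glycolysis. Chance cannot be excluded for any of these results. Without BLM+HBO 2, as many genes at adjusted P below 0.05 came from 1 of the 15 splits of the other 6 mice, the real one, and 15 splits cannot give a share under 0.05.

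Deeper sequencing of BLM+HBO 3 could raise the number of genes called. With all libraries thinned to the smallest total, 1087 genes passed in place of 1098, which argues against depth as the cause. A trend of the fold change with GC content or transcript length could shift gene sets. With the trend removed, the NES was -2.49 for the matrix set and -1.71 for the HIF signature, which argues against this trend as the whole cause.

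BLM+HBO 2 lay nearest to the BLM mice. On an axis drawn from 100 genes chosen without the mouse in question, from 0 at the BLM mean to 1 at the BLM+HBO mean, it lay at 0.167. The BLM mice lay between -0.00276 and 0.552, BLM+HBO 1 at 0.948 and BLM+HBO 3 at 0.313. A BLM mouse mislabelled as BLM+HBO 2 may lie there, and so may a mouse that responded less to HBO. These cannot be told apart, since the ranges of the groups overlap on this axis.

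The paper's Table S8 lists genes that bleomycin changed at day 21 in other mice. Of 322 tested genes raised by bleomycin, 87.6% were lower in BLM+HBO, with a median log2 fold change of -0.43, and of 151 lowered genes 92.1% were higher, with a median of 0.54 (fry, adjusted P = 0.0422 for both, over ranges up to 0.244). Over all tested genes, 48.8% were lower. By camera the adjusted P was 2e-35 and 3.6e-26 with the preset correlation and 0.0567 for both with the estimated one, so the calls at 0.05 held under fry and not under the estimated correlation. As large a median came from 1 of 35 splits for the raised genes, so for this list taken alone chance can be excluded at 0.05, without adjustment for the other results put to the same splits. It was 2 of 35 for the lowered genes, so there chance cannot be excluded. For the raised genes of the other days the medians were -0.29 (day 1, adjusted P = 0.0610), -0.30 (day 2, 0.0610), -0.35 (day 7, 0.0422), -0.43 (day 14, 0.0422), -0.46 (day 28, 0.0422) and -0.51 (day 35, 0.0523). For the lowered genes they were 0.44 (day 1, adjusted P = 0.210), 0.33 (day 2, 0.0788), 0.53 (day 7, 0.0422), 0.65 (day 14, 0.0422), 0.94 (day 28, 0.0422) and 0.86 (day 35, 0.0422).

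Igkv4-55 is 1 of 142 immunoglobulin variable genes tested, of which 109 were lower and 33 higher in BLM+HBO, with a median log2 fold change of -0.90. All 33 at unadjusted P below 0.05 were lower. Their median SD within BLM was 1.24 on the log2 scale, against 0.23 for all genes. Hmox1 is in the list of NRF2 targets. Without it, 7 of 12 genes were higher and 5 lower, with a median of 0.11 (two-sided exact permutation test, P = 0.229).

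The other marker gene lists had the following median log2 fold changes, and 0 of the 24 passed adjusted P below 0.05 by fry, with 9 at unadjusted P below 0.05 and a lowest adjusted P of 0.108. All genes were lower for fibroblast matrix genes (-1.08, 16 genes) and for monocytes and macrophages (-0.98, 12 genes). All were also lower for mesothelial cells (-0.95, 6 genes) and EMT markers (-0.86, 6 genes). All were higher for B cells (0.97, 12 genes), T cells (0.42, 12 genes) and erythroid cells (0.42, 8 genes). All were also higher for ciliated cells (0.34, 12 genes) and AT2 cells (0.27, 11 genes). With each mouse left out, the median ranged from -1.67 to -0.69 for fibroblast matrix genes and from -1.57 to -0.57 for mesothelial cells. It ranged from 0.56 to 1.22 for B cells and from 0.067 to 0.60 for T cells. For erythroid and ciliated cells it ranged from 0.29 to 0.73 and from 0.22 to 0.61. The medians were -0.40 for proliferation, -0.38 for plasma cells and -0.32 for the HIF signature. With each mouse left out, the median ranged from -0.76 to -0.21 for proliferation and from -0.69 to -0.29 for plasma cells. The medians were -0.29 for the Hallmark glycolysis genes named in the paper (6 of 8 lower) and -0.21 for glycolytic enzymes (15 of 17 lower). They were 0.17 for endothelial cells, 0.11 for AT1 cells and 0.00077 for all NRF2 targets. For the Hallmark glycolysis genes and for the glycolytic enzymes, every BLM+HBO mouse had a lower mean log2 CPM than every BLM mouse (two-sided exact permutation test, P = 0.0286 for both, the smallest P that 4 mice against 3 allow). In the Reactome glycolysis set, Eno3 (1.12), Pgam2 (0.96) and Gapdhs (0.78), chosen after their values were seen, had the highest log2 fold changes. The alveolar macrophage list had a median of -0.03, with 5 genes higher and 5 lower. For club cells the median was -0.07 and the mean -0.11, while the test pointed up. For neutrophils the median was 0.04 and the mean 0.15, while the test pointed down. Many genes of the changed lists are in Table S20, with 12 of 16 fibroblast, 11 of 12 B cell and 10 of 12 monocyte and macrophage genes, the glycolysis and HIF lists share members, and the EMT and fibroblast lists share 2. No biological explanation was tested for these lists.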
